# Platelet-rich plasma-derived exosomes establishing a muscular proregenerative microenvironment through enhancing the viability of fibro-adipogenic progenitors

**DOI:** 10.1038/s12276-025-01606-x

**Published:** 2025-12-25

**Authors:** Xin Ma, Jin Qian, Jia Cai, Yu-xin Wang, Wei Li, Xiao-yan Zhu, Ri-zhao Pang, Hui-zhen Zou, Meng-meng Yang, Li-ping Liu, Mu Yuan, Gao-ming Li, Lin-jie Wang, Yi Yang, Ji-wu Chen, Zhu Huang, Xiao-wei Qi, Xia Kang

**Keywords:** Stem-cell differentiation, Mesenchymal stem cells, Cell signalling

## Abstract

Clinical studies have shown a paradox of the usage of platelet-rich plasma (PRP) on treating fatty infiltration (FI) in injured muscles. However, the underlying reason is still unclear, partially owing to unknown effective components and confounders. Here we found that exosomes derived from PRP (thereafter named PRP-exos) most efficiently prevented FI in injured muscles by inhibiting the adipogenesis of fibro-adipogenic progenitors (FAPs). Importantly, we found aging largely impaired the therapeutic effects of PRP-exos. Mechanistically, miRNA cargoes in PRP-exos mediated the effects of PRP-exos on adipogenesis of FAPs as well as FI in injured muscles, of which, hsa-let-7f-5p and hsa-miR-16-5p were the two most important components. TGFBR3 was identified as a new cotarget gene of these two miRNAs and a new regulator to control the adipogenesis of FAPs. The FI in muscles can be significantly reduced after conditional knockout of TGFBR3 in FAPs. In addition, we further investigated that TGFBR3 regulated the activation of ERK–PPARγ pathway through directly inducing the degradation of KRT10, and thus impacted the adipogenesis of FAPs. Interestingly, PRP-exos or these two miRNAs can preserve the viability and promote the proregenerative supporting capacity of FAPs by targeting TGFBR3 to facilitate muscle regeneration. Collectively, our findings identified the effective components in PRP to inhibit FI and support muscle regeneration. Furthermore, the negative influence of aging on clinical applications of PRP cannot be neglected.

## Aging impairs PRP exosome efficacy in muscle injury recovery

Platelet-rich plasma (PRP) is often used to help heal injuries, especially in muscles. Here researchers studied PRP to find out more about its effects on muscle healing. They focused on exosomes in PRP from young and old donors. They found that exosomes from young donors were better at preventing fat buildup in injured muscles. This is important because fat buildup can slow down healing. The study involved human blood samples and experiments on mice to see how these exosomes affected muscle cells. Researchers discovered that certain molecules in the exosomes, called miRNAs, were key to their healing effects. These miRNAs targeted a gene called TGFBR3, which plays a role in cell growth and fat formation. By understanding this process, the researchers hope to improve treatments for muscle injuries.

This summary was initially drafted using artificial intelligence, then revised and fact-checked by the author.

## Introduction

Platelet-rich plasma (PRP) has been widely used in the treatment of a variety of diseases. It is well known that administration of PRP could promote tissue regeneration and repair^1–5^. As the dominant organ to produce motion, muscle is soft and superficial, which is susceptible to injury. Some studies reported to PRP can be an ideal treatment to efficiently promote the muscle regeneration after injury^3,6^, however, it remains elusive that the underlying mechanisms and target cell types that PRP exerts its therapeutic effects on muscle injury.

Although the activation of muscle stem cells (MuSCs) is a critical event to muscle regeneration, microenvironment remodeling in stem cell niche determines the fate of MuSCs and the final outcomes. Fatty infiltration (FI) is one of the most important pathological changes in injured muscles^7,8^. Accumulation of adipocytes gradually replaces functional muscle fibers, leading to impaired muscle quality and unfavorable muscle recovery. In some cases, such as rotator cuff tears (RCT), FI can even cause surgery failure. A clinical study revealed that injection of PRP could attenuate FI in moderate-to-large RCTs, however, another study found that PRP treatment cannot improve the severity of FI in small-to-medium-sized RCTs^1,9^. The underlying reasons leading to this paradox remain elusive and should be further clarified. In addition, several potential confounding factors in using PRP therapy cannot be neglected. Most importantly, as PRP is a product of autologous blood, it is unclear whether intrinsic heterogeneity, such as aging, could have unpredictable therapeutic effects since some studies proved that aging could significantly alter the components of blood. Determining the key component is helpful to clarify the underlying mechanisms for the unstable therapeutic effects of PRP^6,10^.

Fibro-adipogenic progenitors (FAPs) are the primary cellular source of FI in muscle^11–14^. The association between FAPs and the severity of FI is highly correlated with the number of FAPs and the adipogenic capacity of FAPs^15^. Numerous studies have proven that adipogenesis of FAPs can occur under a range of conditions both in vivo and in vitro. In vitro, insulin was thought to be the most important regulator to induce adipogenesis of FAPs^11^. The adipogenic capacity of FAPs could be enhanced in a hyperlipidemic environment and can be inhibited by the upregulation of IL-4/IL-13, myokines, the hedgehog pathway and so on^13–17^. Moreover, the accumulation of FAPs significantly impacts the severity of FI as demonstrated by us and others musclin, TNF and other cytokines can reduce FI through regulating the proliferation and apoptosis of FAPs^15,18–20^. On the other hand, since the activation of FAPs is essential to muscle regeneration, it is ideal that the adipogenic capacity of FAPs is inhibited while the activation of FAPs is preserved^13,16^. The fate of FAPs, such as differentiation and proliferation, is regulated by microenvironment changes^14–16,21,22^. Considering this, it is interesting to know how and which bioactive factors in PRP regulate the cellular fate of FAPs.

In this study, we found that exosomes in PRP from young donors (hereafter referred to as Y-PRP-exos), which are enriched in hsa-let-7f-5p and hsa-miR-16-5p, serve as key regulators in preventing both FAP adipogenesis and FI—an effect not observed in PRP exosomes from old donors (hereafter referred to as O-PRP-exos). TGFBR3 was the common target gene of these two miRNAs. Downregulation or conditional knocked out of TGFBR3 in FAPs prevented FI through regulating the KRT10–ERK–PPARγ pathway. We also found that Y-PRP-exos preserved the proregenerative capacity of FAPs and the secreta from FAPs treated by Y-PRP-exos promoted the activation of MuSCs and muscle regeneration through upregulation of IGFBP6. Our study demonstrates the importance of PRP-exos in mediating the PRP-exerted effects on FI or muscle regeneration. hsa-let-7f-5p, hsa-miR-16-5p and their downstream, TGFBR3, could be a new potential therapeutic targets in muscle recovery.

## Methods

### Human samples and preparation of PRP exosomes

Human blood samples were collected from five young men and five old men. The average age of young donors and old donors were 22.0 and 66.6 years, respectively. All participants provided informed consent, and the procedure was approved by the Ethics Committee of General Hospital of Western Theater Command (approval no. 2023EC2-ky002).

For the preparation of PRP, a regular blood draw was performed to collect donor blood. Fifty milliliters of venous blood was extracted from each donor and stored. Blood was centrifuged at 580*g* for 8 min at room temperature. After centrifugation, the plasma fraction was collected in a tube.

### Extraction and identification of PRP-derived exosomes

PRP was centrifuged at 2,000*g* for 30 min and 10,000*g* for 1 h to remove dead cells and debris. Then, the supernatant was filtered through a 0.22-μm filter. The soluble factors (SF) were collected after 1 h and 20 min of centrifugation at 100,000*g*. The pellet was resuspended in 15 ml of precooled PBS and centrifuged at 100,000*g* for 70 min. Then, the final pellet (exosomes) was resuspended in precooled PBS. The concentration and size distribution of the exosomes were measured using a ZetaView S/N 17-310 (Partical Metrix, GmbH). Transmission electron microscopy was used to assess exosome morphology. The levels of exosomal surface marker proteins, including TSG101, calnexin, CD9 and CD63, were analyzed by western blotting.

### Animal experiments

All procedures were approved by the Ethics Committee of General Hospital of Western Theater Command (approval no. 2022EC3-ky065). C57BL/6 mice at 6–8-weeks old were purchased from Hunan SJA Laboratory Animal Co., Ltd. The mice were housed under a 12-h light/dark cycle and fed a standard laboratory diet and water ad libitum.

FI in injured muscles was induced by intramuscular injection of glycerol following previously published protocols^15^. Briefly, the mice were anesthetized and the hair on the hind limb was carefully removed. After sterilization with 75% alcohol, 50 μl (v/v) of glycerol was injected into the muscle belly of the tibias anterior muscles. In some experiments, 1.0 × 10^9^ exosomes isolated from PRP of young donors (hereafter named Y-PRP-exos) or old donors (hereafter named O-PRP-exos), 5 μg scRNA or miRNAs were mixed with transfection reagent and then were injected into tibias anterior muscles twice.

### Cell preparation and FACS

Primary FAPs were isolated as described. Briefly, muscles from both hind limbs were collected and minced. Then the tissue was digested with 0.2% type Ⅱ collagenase (Worthington) for 1 h at 37 °C. Muscle slurries were filtered through 100-μm and 40-μm cell strainers (BD Bioscience). After the erythrocytes were eliminated, the cells were resuspended in washing buffer consisting of PBS containing 2% FBS. The cells were stained with antibodies for 30 min at 4 °C in the dark. Then, the stained cells were isolated by a FACSAria III system (BD Biosciences). Information on the antibodies is listed in Supplementary Table 1.

### Cell culture

FAPs were cultured in growth medium consisting of Dulbecco’s modified Eagle medium (DMEM) with 20% FBS and 2% penicillin‒streptomycin. The medium was changed every 3 days. For inducing adipogenesis, FAPs were exposed to adipogenic induction medium consisting of DMEM with 20% FBS, 0.5 mM IBMX (Sigma-Aldrich), 0.25 μM dexamethasone (Sigma-Aldrich) and 10 μg/ml insulin (Procell) for up to 3 days, and adipogenic maintenance medium consisting of DMEM with 10% FBS and 10 μg/ml insulin. In some experiments, 1.0 × 10^8^ exosomes or 2 μg miRNAs were added to the culture medium.

### Histochemistry and cytochemistry

Immunofluorescence or cytochemistry followed previous protocols^15^. Briefly, fresh frozen muscle tissues were sectioned into 8-μm sections. The sections were collected using isopentane methods. The sections were blocked for 1 h at 37 °C in PBS containing 10% normal donkey serum, 3% BSA and 0.1% Triton X-100 and incubated with primary antibodies at 4 °C overnight. After excessive primary antibodies were washed away, the sections were cultured in secondary antibodies conjugated to AF488, Cy3 or phalloidin conjugated to AF647 or TRITC. Then the sections were counterstained with Hoechst 33342 or DAPI (Beyotime). The primary and secondary antibodies used are listed in Supplementary Table 1. For Oil Red O staining, cells were fixed in 4% PFA for 10 min and rinsed in water followed by 60% isopropanol. Then the samples were stained in Oil Red O for 15 min and rinsed in water. Cells were visualized using an IX81 fluorescence microscope (Olympus) equipped with a CCD camera. Confocal images of muscle sections were captured using the confocal laser scanning microscope system TCS SP8 (Leica Microsystems) or Nikon A1R HD25 (Nikon).

### Real-time PCR

Total RNA in cells was extracted using TRIzol reagent. RNA was reverse transcribed into cDNA by using a PrimeScriptRT Master Mix kit (TAKARA) following the manufacturer’s protocol. The mRNA levels of the target genes were normalized to the mRNA levels of GAPDH. Relative mRNA expression was calculated using the 2−ΔΔ*Cq* method. The primer sequences are listed in Supplementary Table 1.

### Dual-luciferase reporter system

The 293 T cells were seeded into 96-well plates. Cells were transfected with m-tgfbr3-3′ UTR and 5 pmol hsa-miR-16-5p, hsa-let-7f-5p or negative control following the manufacturer’s instructions (Hanbio). Luciferase assays were performed with the dual-luciferase reporter assay system (Hanbio) according to the manufacturer’s instructions. Luminescent signals were quantified by a luminometer.

### Western blotting

Total proteins (20 μg) were separated using SDS–PAGE gels. The proteins were transferred to polyvinylidene difluoride membranes and then blocked with 5% (w/v) skim milk diluted in TBST for 1 h at room temperature. Then, the membranes were incubated with primary antibodies at 4 °C overnight. After the specimens were washed with TBS, secondary antibodies were added and incubated at room temperature for 2 h. Densitometric analysis was performed using a ChemiDoc Touch Imaging System (Bio-Rad Laboratories). The primary and secondary antibodies used are listed in Supplementary Table 1.

### RNA-seq or miRNA-seq

For RNA-sequencing (RNA-seq), total RNA was extracted using TRIzol reagent (Invitrogen). Sequencing libraries were prepared using the KC-Digital Stranded mRNA Library Prep Kit for Illumina (Wuhan Seqhealth Co.) following the manufacturer’s protocols. Sequencing was performed on an Illumina NovaSeq platform (Illumina). Trimmed sequence reads were mapped to the mouse genome (mm10) using STAR software (version 2.5.3a), and read count quantification was performed using FeatureCounts (version 1.5.1). The significantly differentially expressed genes (DEGs) identified from the comparative transcriptomic analysis were utilized for downstream functional enrichment analyses, including Gene Ontology (GO) enrichment, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment and Gene Set Enrichment Analysis (GSEA), using the clusterProfiler R package (version 4.4.4). GO enrichment analysis was performed based on gene annotations provided by the org.Mm.eg.db database (corresponding to *Mus musculus*), while KEGG pathway enrichment utilized data from the KEGG.db and KEGGREST databases. For GO and KEGG enrichment, the hypergeometric test (overrepresentation analysis, ORA) was applied to evaluate whether specific biological terms or pathways were statistically overrepresented in the DEG list. For GSEA, genes were preranked according to their log_2_ fold change, and enrichment scores were calculated based on a permutation-based algorithm to assess whether predefined gene sets were significantly enriched at the top or bottom of the ranked list. Unless explicitly stated, all parameters were used with their default settings as provided in the clusterProfiler package. For miRNA-seq, total RNA was extracted from Y-PRP-exos or O-PRP-exos using an exoRNeasy Midi Kit (Qiagen). Sequencing libraries were generated using a QIAseq miRNA Library Kit (Qiagen) for Illumina according to the manufacturer’s instructions. Sequencing was performed on an Illumina Nova seq platform (Illumina). The experiments and analysis were performed by Wayen Biotechnologies.

### BrdU assay

BrdU assays were performed using a Phase-Flow BrdU Kit (BioLegend) following the manufacturer’s protocol. Briefly, for the in vivo assay, the mice were injected with BrdU solution (10 mg/ml) at 12 h and 3 h before collection. The cell suspension was prepared and incubated with antibodies against surface markers following the protocol used for FACS. After excessive antibodies were washed away, the cell suspension was fixed, permeabilized and treated with DNase for 1 h at 37 °C. Then, the samples were incubated with a BrdU antibody conjugated to Phycoerythrin (PE) for 30 min. For the in vitro assay, the cells were treated with BrdU solution for 3 h before collection and the samples were then treated following the same procedures as in vivo. The specimens were detected by flow cytometry (Beckman Coulter). The data were analyzed by using FlowJo v10 (FlowJo, LLC.). Information about the antibodies is provided in Supplementary Table 1.

### Statistical analysis

The results are shown as the mean ± s.d. A Student’s *t*-test was used to compare two groups. For more than two groups, a one-way analysis of variance (ANOVA) was used. Statistical significance was considered at *P* < 0.05. All experiments were repeated at least three times.

## Results

### Y-PRP-exos acting as the key regulator for inhibiting the adipogenesis of FAPs and preventing FI in injured muscles

We first that confirmed treatment of PRP collected from young donors (Y-PRP) can significantly inhibit the adipogenesis of FAPs in vitro (Supplementary Fig. 1a). Then, SF and exosomes were isolated through gradient centrifugation and used to treat FAPs, respectively (Supplementary Fig. 1b). The results indicated that PRP-exos collected from young donors (Y-PRP-exos) were more efficient at inhibiting adipogenesis of FAPs than SF collected from young donors (Y-SF) (Supplementary Fig. 1c), confirming that exosomes play a central role in mediating PRP’s suppression of FAP adipogenesis.

Since aging could be the most common confounder to interfere with the effects of blood products, we isolated the PRP-exos from young donors (Y-PRP-exos) and old donors (O-PRP-exos). The successful isolation of exosomes from PRP was confirmed by electronic microscopy (Fig. 1a). For surface biomarkers, proteins were extracted from the same number of Y-PRP-exos and O-PRP-exos. Calnexin was not detected in PRP-exos from either young or old donors. Furthermore, three classic biomarkers, CD9, CD63 and TSG101, were highly expressed in Y-PRP-exos, but the protein levels of CD63 and TSG101 were extremely low in O-PRP-exos (Fig. 1b). Nanoparticle tracking analysis (NTA) showed that the diameter distribution of Y-PRP-exos was broader than that of O-PRP-exos (Fig. 1c). Notably, the rate of O-PRP-exos absorbed in FAPs was significantly lower than that in Y-PRP-exos (Fig. 1d). These results demonstrate that PRP-exos from young donors and old donors exhibit obviously distinct characteristics.

**Fig. 1:**
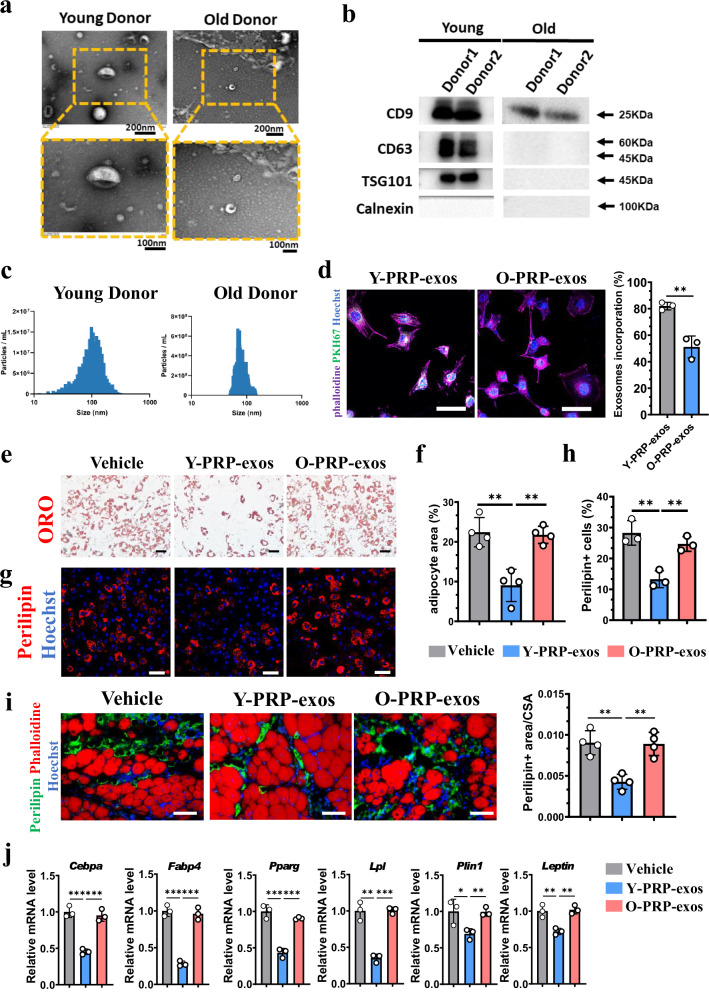
Y-PRP-exos inhibit adipogenesis of FAPs and FI in injured muscles. **a** PRP-exos were isolated from two young donors and two old donors. Representative images of the appearance of exosomes detected by electron microscopy (top; scale bar, 200 nm) and enlarged view (bottom; scale bar, 100 nm). **b** Western blot analysis detecting the protein expression of several classic biomarkers in Y-PRP-exos and O-PRP-exos. **c** NTA analysis detecting the size distribution of Y-PRP-exos and O-PRP-exos. **d** Fluorescence detection of the PKH67-labeled Y-PRP-exos or O-PRP-exos that were absorbed by FAPs in vitro (left) and quantification of the percentage of PKH67-positive exosomes in FAPs (right). **e**, **f** Representative images of adipogenic induction of FAPs after treatment of Y-PRP-exos or O-PRP-exos detected by Oil red O staining (ORO) (scale bar, 50 μm) (**e**) and quantification of the area of adipocytes in each group (**f**). *n* = 4 per condition. **g**, **h** Representative images of immunofluorescence (**g**) and quantification (**h**) of perilipin-positive FAPs after being induced by adipogenic induction medium followed by treatment of Y-PRP-exos or O-PRP-exos (scale bar, 100 μm). *n* = 3 per condition. **i** Representative images of the accumulation of adipocytes in glycerol-induced injured muscles at 14 DPI after treatment of Y-PRP-exos or O-PRP-exos (left) (scale bar, 100 μm) and quantification of FI area (right). *n* = 4 per condition. **j** RT–PCR detecting the mRNA levels of adipogenic biomarkers in primary FAPs isolated from glycerol-injured muscles at 7 DPI. *n* = 3 per condition.

Next, we detected whether differences could also be found in the effects of Y-PRP-exos or O-PRP-exos on the adipogenesis of FAPs and FI in muscles. Oil Red O staining showed that adipogenesis of FAPs was significantly inhibited by treatment of the Y-PRP-exos compared to the O-PRP-exos or control groups (Fig. 1e, f). Similarly, the percentage of perilipin-positive FAPs was lowest after treatment of Y-PRP-exos compared to the control or O-PRP-exos groups (Fig. 1g, h). Consistently, FI was markedly attenuated in the Y-PRP-exos treated group compared to the other two groups (Fig. 1i). The expression of classic biomarkers of adipogenesis in FAPs freshly isolated from injured muscle at 7 days post injury (DPI) was significantly downregulated in the Y-PRP-exos treated group, but not in the O-PRP-exos treated group (Fig. 1j). Interestingly, we also found the fibrosis was enhanced in vivo after treatment of Y-PRP-exos compared to the control group (Supplementary Fig. 1d). In addition, treatment of Y-PRP-exos showed little toxicity on major organs (Supplementary Fig. 1e). These data indicated that Y-PRP-exos directly inhibited the adipogenesis of FAPs and prevented FI in injured muscles.

### Y-PRP-exos preserve the viability of FAPs

Since the inhibition of FI could also be impacted by the number of FAPs, we next detected how PRP-exos regulates the proliferation of FAPs. The results showed that treatment of Y-PRP-exos, but not O-PRP-exos, significantly upregulated the Ki67-positive FAPs in injured muscles (Fig. 2a, b). Consistently, BrdU incorporation was also upregulated in FAPs after administration of Y-PRP-exos at 5 DPI or 10 DPI compared to in the O-PRP-exos or control groups (Fig. 2c). To confirm that Y-PRP-exos directly regulates the proliferation of FAPs, Y-PRP-exos or O-PRP-exos were added to stimulate FAPs in vitro. The results showed that the proliferation rate was upregulated in the Y-PRP-exos treated group compared to the other two groups (Fig. 2d, e). The mRNA levels of cell cycle biomarkers were also upregulated after treatment of Y-PRP-exos (Fig. 2f). These data indicate that Y-PRP-exos preserve the viability of FAPs while inhibiting adipogenesis.

**Fig. 2:**
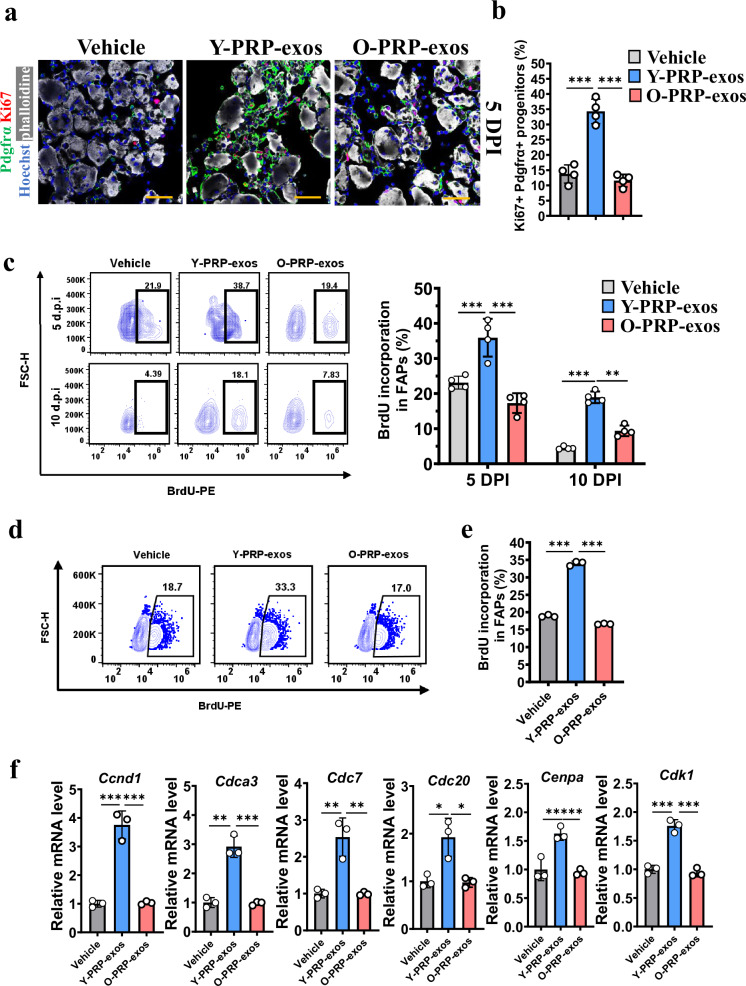
Y-PRP-exos promote the proliferation of FAPs in vitro and in vivo. **a**, **b** Representative images of Ki67-positive FAPs in glycerol-induced injured muscles at 5 DPI after treatment of Y-PRP-exos or O-PRP-exos (scale bar, 50 μm) (**a**) and quantification of Ki67-positive FAPs (**b**). *n* = 4 per condition. **c** Flow cytometry plots (left) and quantification (right) of BrdU incorporation in FAPs after treatment with Y-PRP-exos or O-PRP-exos at 5 DPI and 10 DPI. *n* = 4 per condition. **d**, **e** Flow cytometry plots (**d**) and quantification (**e**) of BrdU incorporation in FAPs after treatment of Y-PRP-exos or O-PRP-exos for 48 h in vitro. *n* = 3 per condition. **f** RT–PCR detecting the mRNA levels of cell cycle biomarkers in FAPs after treatment of Y-PRP-exos or O-PRP-exos for 48 h in vitro. *n* = 3 per condition.

### miRNA cargoes mediate the effects of Y-PRP-exos on regulating the cellular fate of FAPs

As various bioactive components are contained in exosomes, we removed nucleic acids or proteins to determine the most critical component that mediates the effects of Y-PRP-exos on regulating the cellular fate of FAPs (Supplementary Fig. 2a, b). Interestingly, we found that depletion of RNAs markedly reversed the effects of Y-PRP-exos on inhibiting the adipogenesis of FAPs (Supplementary Fig. 2c, d). Similarly, the proliferation of FAPs were barely impacted by treatment of Y-PRP-exos without RNAs (Supplementary Fig. 2e). These results demonstrate that RNAs could be the key regulator in Y-PRP-exos to regulate the fate of FAPs.

Considering that PRP-exos have cross-species effects, we speculated that miRNAs may be important in mediating the effects of Y-PRP-exos on FAPs, since human-derived miRNAs have been demonstrated to regulate the cellular behavior of other species^23^. miRNA-seq showed that most miRNAs (38) could be identified in both Y-PRP-exos and O-PRP-exos (Supplementary Fig. 2f). In addition, hsa-let-7f-5p, hsa-miR-16-5p and hsa-miR-126-3p were the top three enriched miRNAs in PRP-exos of all donors (Supplementary Fig. 2g). These results indicated that the heterogeneity of miRNAs in PRP-exos was low, regardless of age. However, the abundance of miRNAs in Y-PRP-exos and O-PRP-exos was quite different, especially in high-ranking miRNAs (Fig. 3a). The expression of hsa-miR-16-5p and hsa-let-7f-5p in O-PRP-exos from two old donors was approximately one-quarter to one-half of that in Y-PRP-exos from the two young donors (Table 1), which may partially explain why O-PRP-exos had little effect on regulating the fate of FAPs.

**Fig. 3:**
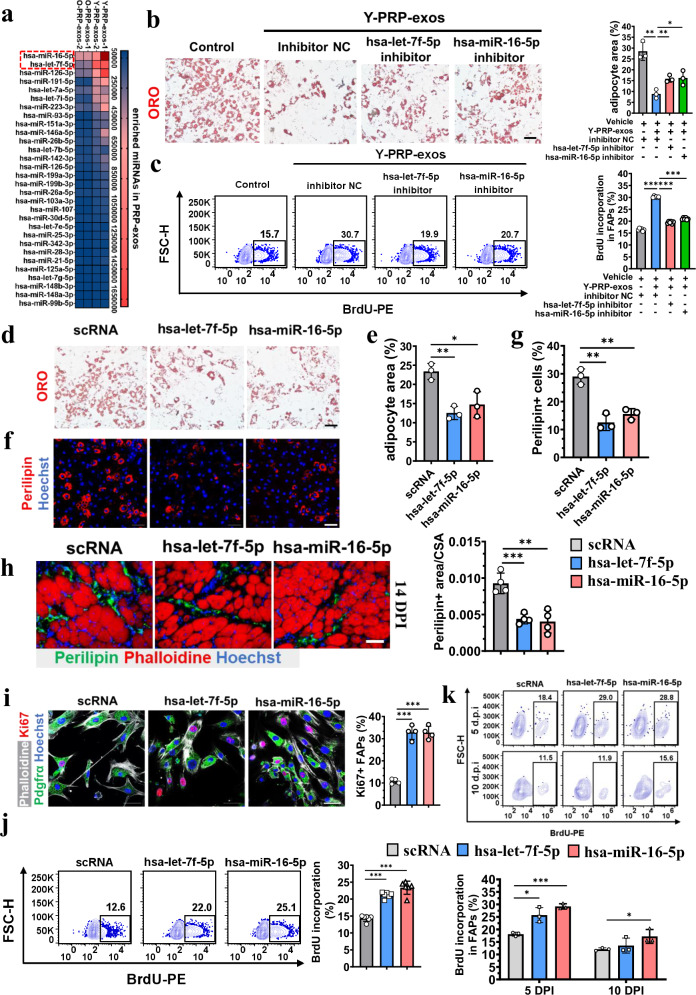
hsa-let-7f-5p and hsa-miR-16-5p mediate the effects of Y-PRP-exos on adipogenesis and proliferation of FAPs. **a** A heat map of the top 30 miRNAs in Y-PRP-exos and O-PRP-exos. **b** Representative images of adipogenic induction of FAPs after treatment of Y-PRP-exos with or without transfection of hsa-let-7f-5p inhibitor or hsa-miR-16-5p inhibitor detected by Oil red O (ORO) (left; scale bar, 50 μm) and quantification of the area of adipocytes in each group (right). *n* = 3 per condition. **c** Flow cytometry plots (left) and quantification (right) of BrdU incorporation in FAPs after treatment of Y-PRP-exos with or without hsa-let-7f-5p inhibitor or hsa-miR-16-5p inhibitor in vitro. *n* = 4 per condition. **d**, **e** Representative images of adipogenic induction of FAPs after transfection with hsa-let-7f-5p and hsa-miR-16-5p (scale bar, 50 μm) (**d**) and quantification of the area of adipocytes in each group (**e**). *n* = 3 per condition. **f**, **g** Representative images of immunofluorescence (**f**) and quantification (**g**) of perilipin-positive FAPs after transfection with hsa-let-7f-5p and hsa-miR-16-5p (scale bar, 100 μm). *n* = 3 per condition. **h** Representative images of FI in glycerol-induced injured muscles at 14 DPI after injection of hsa-let-7f-5p or hsa-miR-16-5p (scale bar, 100 μm) (left) and quantification of FI area (right). *n* = 4 per condition. **i** Representative images of immunofluorescence (left) and quantification (right) of Ki67-positive FAPs after transfection with hsa-let-7f-5p and hsa-miR-16-5p (scale bar, 50 μm). *n* = 3 per condition. **j** Flow cytometry plots (left) and quantification (right) of BrdU incorporation in FAPs after transection of hsa-let-7f-5p or hsa-miR-16-5p in vitro. *n* = 6 per condition. **k** Flow cytometry plots (left) and quantification (right) of BrdU incorporation in FAPs after injection of hsa-let-7f-5p or hsa-miR-16-5p in glycerol-induced injured muscle at 5 DPI and 10 DPI. *n* = 3 per condition.

**Table 1:** Top five enriched miRNAs in PRP-exos derived from young donors or old donors.

	Ranking	PRP-exos-1			PRP-exos-2		
		miRNA	Reads	Percentage of total	miRNA	Reads	Percentage of total
Young	1	hsa-miR-16-5p	1,788,024	16.15701078	hsa-let-7f-5p	1,383,348	19.25052
	2	hsa-miR-126-3p	1,685,697	15.23235964	hsa-miR-16-5p	875,493	12.18327
	3	hsa-let-7f-5p	1,439,648	13.00900226	hsa-miR-126-3p	699,988	9.740958
	4	hsa-miR-191-5p	680,555	6.149657093	hsa-miR-191-5p	490,885	6.831103
	5	hsa-miR-223-3p	669,926	6.053610917	hsa-let-7a-5p	482,076	6.708518
Elder	1	hsa-miR-16-5p	507,219	18.0171697	hsa-miR-16-5p	504,548	17.6421245
	2	hsa-let-7f-5p	327,267	11.6250083	hsa-let-7f-5p	300,878	10.5205592
	3	hsa-miR-126-3p	296,063	10.516596	hsa-miR-126-3p	283,914	9.92739269
	4	hsa-let-7a-5p	207,568	7.3731226	hsa-let-7a-5p	200,267	7.00257526
	5	hsa-miR-223-3p	157,560	5.59676442	hsa-miR-223-3p	194,852	6.81323331

We next explored the importance of hsa-miR-16-5p and hsa-let-7f-5p in the effects of Y-PRP-exos on the adipogenesis and proliferation of FAPs. The results showed that the adipogenesis and proliferation of FAPs regulated by Y-PRP-exos can be reversed after transfection with these two miRNAs (Fig. 3b, c). Oil red O staining showed that the number of adipocytes was significantly reduced after transfection with these two miRNAs (Fig. 3d, e). Considering that these two miRNAs may possibly impact the number of FAPs, we also calculated the percentage of perilipin-positive cells in total cells. Consistently, we found that the percentage of perilipin-positive cells after transfection with hsa-let-7f-5p or hsa-miR-16-5p was also significantly lower than in the control group (Fig. 3f, g). These results indicate that hsa-let-7f-5p and hsa-miR-16-5p can directly inhibit adipogenesis of FAPs in vitro. After treatment with exogenous hsa-let-7f-5p or hsa-miR-16-5p, FI in glycerol-injured muscles was significantly prevented (Fig. 3h).

Next, we detected the effects of these two miRNAs on the proliferation of FAPs. The percentage of Ki67-positive FAPs was significantly higher in the miRNA-treated group than in the control group (Fig. 3i). Consistently, flow cytometry analysis indicated that BrdU incorporation in FAPs was significantly upregulated after transfection with hsa-let-7f-5p or hsa-miR-16-5p (Fig. 3j). In in vitro tests, BrdU incorporation in FAPs was significantly enhanced after treatment with exogenous hsa-let-7f-5p or hsa-miR-16-5p at 5 DPI and 10 DPI in injured muscles (Fig. 3k).

### TGFBR3 is the key downstream target of hsa-miR-16-5p and hsa-let-7f-5p

To identify the potential target gene of these two miRNAs, we first analyzed the transcriptome in FAPs treated by Y-PRP-exos or vehicles. GO analysis indicated that adipogenesis-related pathways were significantly downregulated in the Y-PRP-exos treated group, consistent with our previous findings (Supplementary Fig. 3a). Then, a crossover transcriptome and bioinformatic analysis indicated that only TGFBR3 was present in both lists (Supplementary Fig. 3b). To further confirm TGFBR3 as the most important candidate, we also detected other predicted genes that were reported to be associated with proliferation or anti-adipogenesis, including *Sox6*, *Runx1t1* and *Tgfbr3*. The results demonstrated that *TGFBR3* mRNA expression was significantly upregulated during FAP adipogenesis, but was significantly downregulated after treatment with Y-PRP-exos (Supplementary Fig. 3c, d). When isolating FAPs from glycerol-injured muscles at each time point, the mRNA level of TGFBR3 was gradually upregulated after injury and reached the peak at 14 DPI, which was consistent with the trajectory of FI (Supplementary Fig. 3e). These results imply that TGFBR3 may be involved in the adipogenesis of FAPs and could be a candidate target gene of hsa-let-7f-5p and hsa-miR-16-5p.

The dual-luciferase reporter assay confirmed that hsa-miR-16-5p and hsa-let-7f-5p can bind to the 3′UTR site of TGFBR3 (Fig. 4a, b). The mRNA and protein levels of TGFBR3 were downregulated significantly after transfection of hsa-miR-16-5p and hsa-let-7f-5p (Fig. 4c, d), indicating that TGFBR3 is the target gene of these two miRNAs.

**Fig. 4:**
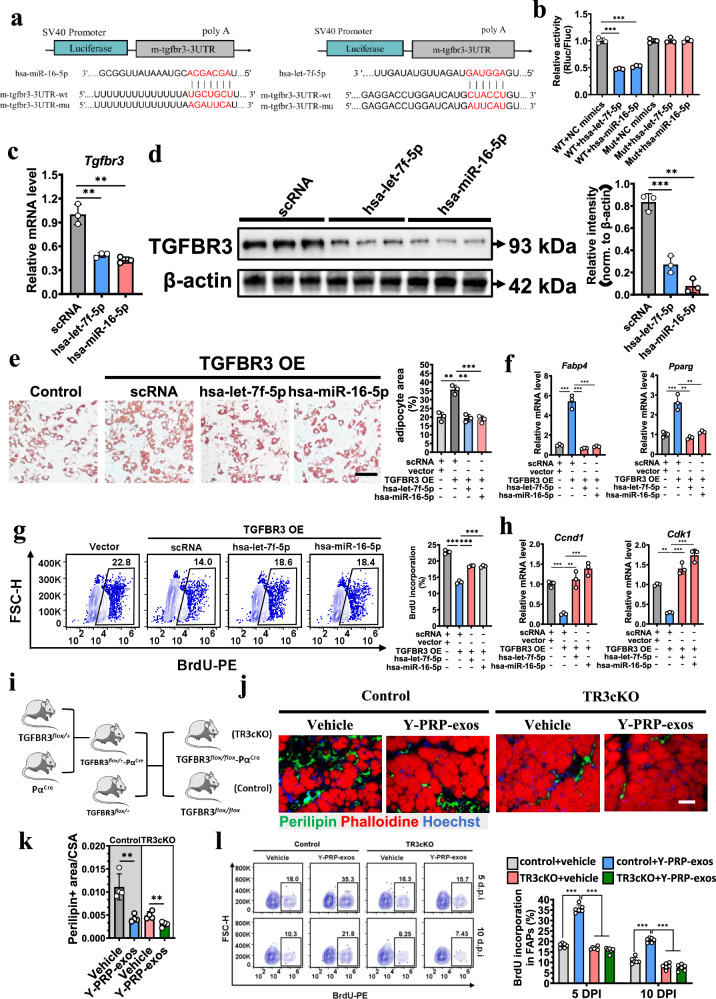
TGFBR3 is the target gene of hsa-let-7f-5p and hsa-miR-16-5p. **a** Predicted target sites of hsa-miR-16-5p or hsa-let-7f-5p binding to the 3′UTR of TGFBR3. **b** Dual-luciferase reporter system detecting 3′UTR of hsa-let-7f-5p and hsa-miR-16-5p binding to the wild type or mutated promoter region of TGFBR3. *n* = 3 per condition. **c** FAPs were cultured in adipogenic induction medium after transfection with hsa-let-7f-5p or hsa-miR-16-5p. The mRNA level of TGFBR3 was detected by RT–PCR. *n* = 3 per condition. **d** Western blots analysis showing the protein level of TGFBR3 in FAPs after transfection with hsa-let-7f-5p and hsa-miR-16-5p (left) and quantification of relative intensity of TGFBR3 compared to β-actin (right). *n* = 3 per condition. **e** Representative images of adipogenic induction of FAPs after transfection with TGFBR3 overexpression vectors with or without hsa-let-7f-5p or hsa-miR-16-5p (scale bar, 50 μm) (left) and quantification of the area of adipocytes in each group (right). *n* = 3 per condition. **f** RT–PCR analysis detecting the mRNA expression of adipogenic biomarkers in FAPs cultured in adipogenic induction medium after overexpression of TGFBR3 with or without transfection of hsa-let-7f-5p or hsa-miR-16-5p. *n* = 3 per condition. **g** Flow cytometry plots (left) and quantification (right) of BrdU incorporation in FAPs after overexpressing TGFBR3 with or without transfection of hsa-let-7f-5p or hsa-miR-16-5p. *n* = 3 per condition. **h** RT–PCR analysis detecting the mRNA expression of proliferative biomarkers in FAPs cultured in adipogenic induction medium after overexpression of TGFBR3 with or without transfection of hsa-let-7f-5p or hsa-miR-16-5p. *n* = 3 per condition. **i** Schematics of generating TR3cKO mice. **j**, **k** Representative images (**j**) (scale bar, 100 μm) and quantification (k) of FI in muscles collected from TR3cKO mice or control mice after administration of Y-PRP-exos or not. (**l**), Flow cytometry plots (right) and quantification (left) of BrdU incorporation in FAPs isolated from glycerol-injured muscles at 5 DPI and 10 DPI in TR3cKO mice or control mice after administration of Y-PRP-exos or not. *n* = 6 per condition. OE overexpression.

Next, we explored the role of TGFBR3 in adipogenesis and proliferation of FAPs. As expected, overexpression of TGFBR3 induced the adipogenesis of FAPs and this was reversed after transfection of hsa-miR-16-5p and hsa-let-7f-5p (Fig. 4e, f and Supplementary Fig. 3f). Furthermore, BrdU incorporation was inhibited in the TGFBR3-overexpression group; however, transfection of hsa-miR-16-5p and hsa-let-7f-5p attenuated the effects of TGFBR3 on the proliferation of FAPs in vitro (Fig. 4g,h).

To further explore the role of TGFBR3 in regulating FAP fate in vivo, we generated mice in which TGFBR3 was specifically knocked out in FAPs (thereafter named TR3cKO) (Fig. 4i and Supplementary Fig. 3g). Interestingly, we found knocked out TGFBR3 in FAPs significantly prevented FI and the function of Y-PRP-exos on FI was attenuated (Fig. 4j, k). Moreover, the proliferation of was FAPs also significantly upregulated in TR3cKO mice and administration of Y-PRP-exos showed much less effect on the proliferation of FAPs compared to that in control mice (Fig. 4l). Together, these results indicate that TGFBR3 was the key downstream gene of Y-PRP-exos as well as hsa-miR-16-5p and hsa-let-7f-5p to regulate the adipogenesis and proliferation of FAPs.

### TGFBR3 regulates the fate of FAPs through inducing the degradation of KRT10

The downstream of TGFBR3 to regulate adipogenesis and proliferation was still unclear, therefore we screened the potential targets of TGFBR3 through using co-immunoprecipitation (CoIP)/liquid chromatography–mass spectrometry (LC–MS). The results showed that KRT10 was the most highly enriched and it was predicted to bind to TGFBR3 (Fig. 5a–c). CoIP confirmed the interaction between TGFBR3 and KRT10 (Fig. 5d, e). To detect how TGFBR3 regulated the protein expression of KRT10, TGFBR3 was overexpressed in FAPs. Western blot assay indicated that the protein level of KRT10 was significantly downregulated in the overexpression group compared to the control group (Fig. 5f), indicating that the protein expression of KRT10 could be inhibited by TGFBR3. In addition, the protein level of KRT10 could be preserved after pretreatment with cyclohexane (CHX) and MG132 (Fig. 5g, h), indicating KRT10 was degraded by TGBFR3 in an ubiquitination-dependent manner. We further confirmed that the function of TGFBR3 on adipogenesis and proliferation of FAPs can be regulated by KRT10. As expected, overexpression of KRT10 reversed the effects of TGFBR3 on both adipogenesis and proliferation of FAPs (Fig. 5i, j).

**Fig. 5:**
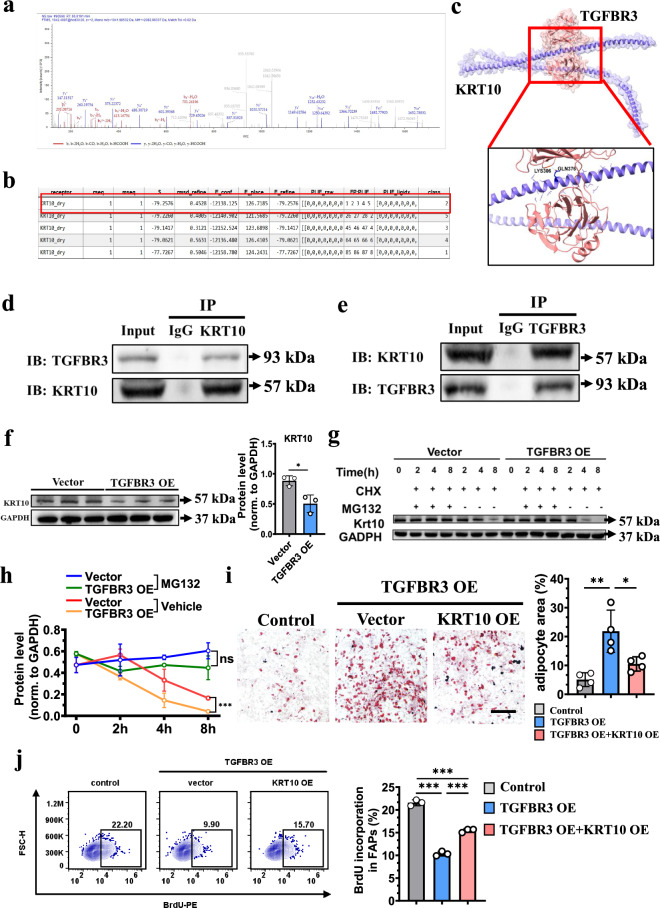
TGFBR3 regulates the cellular fate of FAPs through its interaction with KRT10. **a**, **b** LC–MS analysis (**a**) detecting the candidates that bind to TGFBR3 with different affinity (**b**) in FAPs. **c** A protein schematic showing the predicted binding sites (top) and an enlarged image (bottom). **d** Representative immunoblots (IBs) showing TGFBR3 pulled down by KRT10 in FAPs. The input TGFBR3 was used as the control. *n* = 3 per condition. **e** Representative IBs showing KRT10 pulled down by TGFBR3 in FAPs. The input KRT10 was used as the control. *n* = 3 per condition. **f** Western blot analysis detecting the protein level of KRT10 in FAPs overexpressing TGFBR3 or not (left) and quantification of the level of KRT10 normalized to the level of GAPDH (right). *n* = 3 per condition. **g**, **h** FAPs were treated by CHX with or without MG132 after overexpressing of TGFBR3 or not. Western blot analysis of the protein level of KRT10 at each time point in these conditions (**g**) and quantification of the protein level of KRT10 after normalization to the protein level of GAPDH (**h**). *n* = 3 per condition. **i** Representative images of Oil Red O staining showing the adipogenesis of FAPs after overexpression of TGFBR3 with or without overexpression of KRT10 in vitro (left) and quantification of the percentage of adipocytes area (right). *n* = 4 per condition. **j** Flow cytometry plots (left) and quantification (right) of BrdU incorporation in FAPs overexpressing of TGFBR3 with or without overexpression of KRT10. *n* = 3 per condition.

### TGFBR3–KRT10 axis regulates the fate of FAPs through regulating the ERK–PPARγ pathway

It is unclear how TGFBR3–KRT10 regulates adipogenesis or proliferation, therefore transcriptomics was performed to detect the DEGs in FAPs overexpressing TGFBR3 or not. 

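FAPs are progenitor cells of skeletal muscle that can turn into adipocytes. For this experiment, RNA of primary mouse FAPs was sequenced after transfection with TGFBR3 overexpressing plasmids or with the empty vector, with 1 library per condition. The labels of both libraries state that the cells were under adipogenic differentiation. The induction medium held 10 μg/ml insulin, 0.25 μM dexamethasone, 0.5 mM IBMX and 20% FBS, and the paper gives an exposure of up to 3 days. The paper names the KC-Digital Stranded mRNA kit for the libraries, whereas the labels describe poly(A) selection with a dUTP-marked second strand and paired reads of 150 nt. The authors mapped the trimmed reads to mm10 with STAR and counted them per gene with FeatureCounts. They deposited for each gene the raw count and the FPKM, which is the count scaled by the gene length and by a library total. The counts summed to 62321027 in the library labelled TGFBR3 overexpression and to 83779203 in the library labelled vector control, and 19804 and 19545 genes, respectively, had more than 3 counts. The totals that the FPKM values imply were higher, at 67873303 and 92434360. Changes were computed as the log2 ratio of (FPKM + 1), which understates the change of low genes. Each 95% confidence interval is the exact Clopper-Pearson interval of the share of a gene's counts in the library labelled TGFBR3 overexpression, put on the same scale. The intervals cover counting error only and compare these libraries, not the conditions. With 1 library per condition, no difference has a replicate check and no p-value is given. The median log2 ratio of the 10626 genes with an FPKM of at least 1 in both libraries was 0.15, and centred values are those after removal of this shift. Across 11207 genes with a mean FPKM of at least 1, the log2 ratio fell with the GC content of a gene's longest transcript. The median ran from 0.42 in the lowest of 20 bins to −0.26 in the highest. Values with this trend removed, a correction chosen after the values were seen, are given for some genes and lists. The overexpressed gene, Tgfbr3 (ENSMUSG00000029287), lies on chromosome 5 of mm10 from 107106570 to 107289629, on the minus strand. Its FPKM was 36.9 in the library labelled TGFBR3 overexpression and 35.1 in the other, from 16372 and 21245 counts. The log2 ratio was 0.07 (95% CI 0.04 to 0.10), and the centred value was −0.08. Because Tgfbr3 was not raised beyond the median gene, the libraries are named by their labels, and every direction given for this experiment is that of the labels.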

In total, 826 genes were significantly upregulated and 228 genes were downregulated (Supplementary Fig. 4a). 

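In the library labelled TGFBR3 overexpression, 369 genes had a log2 ratio of at least 1 and 124 genes had one of −1 or less. The counting interval lay wholly past the threshold for 280 of the higher and 82 of the lower genes. Of the 2-fold changes, 74.8% were higher. After centring, 288 genes were higher and 194 were lower, so that the share of higher genes was 59.8%. The alternative that moved these numbers most was a pseudocount of 0.01, with 4933 genes higher and 2750 lower. The largest ratios among the 11213 genes with a mean FPKM of at least 1 belonged to Ccl5, Cxcl9, Tgtp1, H2-Q6 and Tgtp2. Ccl5 (ENSMUSG00000035042, chromosome 11 of mm10, 83525778 to 83530518) rose from 60 to 6921 counts, a log2 ratio of 6.01 (95% CI 5.85 to 6.16). Tgtp1, Tgtp2 and H2-Q6 share 84.4%, 90.5% and 50.3% of their 31-base words with transcripts of other genes, so that their reads could have been split or left out in the counting. The smallest ratios belonged to Gm10774, Gm24187, CT010467, Gm23935 and mt-Th, of which none codes for a protein. CT010467 (ENSMUSG00000106106), annotated as ribosomal RNA on chromosome 17 from 39846353 to 39848827, had 156067 counts against 961935, a log2 ratio of −2.18 (95% CI −2.18 to −2.17). Gm10774, a processed pseudogene whose sequence lies wholly in other transcripts, was at 1 count against 136.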

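Each pathway was examined through gene lists compiled from general knowledge. The median log2 ratio of a list was placed among 10000 random lists of the same size, matched on mean expression, and its percentile describes these libraries without a test. GO terms were not used here. For inflammation, 45 interferon-response genes had a median log2 ratio of 2.15, at the 100th percentile, and a centred median of 2.04. Of these, 42 were at least 2-fold higher in the library labelled TGFBR3 overexpression, led by Cxcl10 (4.08), Irf7 (3.67) and Ifit3b (3.63), while Ifi27 was lower (−1.70). Another 27 genes of cytokines and nuclear factor κB signaling had a median of 0.26, at the 99.3rd percentile. With the trend over GC content removed, that median was 0.01, at the 75.7th percentile. For the ECM, 37 genes of collagens and other matrix proteins had a median of −0.34, and none of the random lists lay lower. Among them, 5 were at least 2-fold lower and none was 2-fold higher. The lowest were Col6a1 (−1.33), Fn1 (−1.28) and Col6a2 (−1.22). The centred median was −0.49. For the cell cycle, 39 proliferation genes had a median of 0.11, at the 20.0th percentile, and none was 2-fold changed with the added 1. This median was −0.12, at the 2.18th percentile, with the trend over GC content removed. The 6 cell cycle genes with RT–PCR primers in Supplementary Table 1 (Cdc20, Cdk1, Cdca3, Cenpa, Ccnd1 and Cdc7) had a median of −0.24, at the 2.11th percentile. Over the genes with an FPKM of at least 1 in either library, which leaves out Cdc7, the percentile was 3.48. Ccnd1 had FPKM values of 120 and 151 and a log2 ratio of −0.34 (95% CI −0.36 to −0.32).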

GO analysis indicated that inflammation-related pathways, ECM remodeling pathways and cell cycle pathways were significantly altered (Supplementary Fig. 4b). Specifically, apoptotic pathways and adipogenesis pathways were upregulated significantly in the TGFBR3-overexpression group compared to the control group (Supplementary Fig. 4c). 

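A list of 25 p53 target genes, only some of which act in apoptosis, had a median log2 ratio of 0.35 in the library labelled TGFBR3 overexpression. It lay at the 99.5th percentile of the random lists, with a centred median of 0.21. Of these genes, 19 were higher and 3 were at least 2-fold higher, with the largest ratio in Gdf15 (1.54). The 6 lower genes included Bax (−0.32) and Bbc3 (−0.33), which promote apoptosis, so the list does not show that apoptosis rose. Mdm2, Eda2r and Pmaip1 are also named in Supplementary Fig. 4d. For adipogenesis, 19 adipocyte marker genes had a median of −0.27, below all the random lists, and 14 of them were lower. The lowest were Cfd (−1.29), Car3 (−1.15) and Adipoq (−1.07). The FPKM of Adipoq was 5.69 against 13.0. Of the adipogenic RT–PCR genes in Supplementary Table 1, Lep was not analysed here, and the other 5 had a median of −0.14, at the 9.10th percentile. Pparg was higher (0.29, 95% CI 0.16 to 0.42). Cebpa (−0.55), Plin1 (−0.47) and Fabp4 (−0.14) were lower. Lpl was higher (0.16, 95% CI 0.12 to 0.20), with a centred value of 0.02, and fell to −0.20 with the trend over GC content removed.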

Some apoptosis-related genes, such as *Mdm12, Mdm4, Il33, Casp12*, were significantly changed in these two groups (Supplementary Fig. 4d). Furthermore, GSEA confirmed that the fatty acid biosynthetic process pathway was activated and the cell growth pathway was inhibited in FAPs overexpressing TGFBR3, which are closely associated with adipogenesis and proliferation, respectively (Supplementary Fig. 4e,f).

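Supplementary Fig. 4d names Mdm2, and Mdm12 was not analysed here. Mdm2 (ENSMUSG00000020184) lies on chromosome 10 of mm10 from 117688875 to 117710758. Its FPKM was 75.6 in the library labelled TGFBR3 overexpression and 29.9 in the library labelled vector control, a log2 ratio of 1.31 (95% CI 1.28 to 1.34). Casp12 (ENSMUSG00000025887), on chromosome 9 from 5345430 to 5373032, had FPKM values of 12.6 and 4.38 and a log2 ratio of 1.34 (95% CI 1.27 to 1.42), which was 0.92 with the trend over GC content removed. Mdm4 (ENSMUSG00000054387), on chromosome 1 from 132959484 to 133030561, had FPKM values of 3.66 and 1.82. Its log2 ratio was 0.72 (95% CI 0.67 to 0.78), and without the added 1 it was 1.01. It was 0.34 with the trend over GC content removed and 0.39 with that over exon length removed. Il33 (ENSMUSG00000024810), on chromosome 19 from 29925114 to 29960718, was low in both libraries, with 234 and 86 counts. Its log2 ratio was 0.73 (95% CI 0.61 to 0.84), and without the added 1 it was 1.89. Centred, Mdm2 and Casp12 stayed past the 2-fold threshold, at 1.16 and 1.21. Across the 34 names that could be read in Supplementary Fig. 4d, the median log2 ratio was 0.96 and the centred median 0.83, each above all the random lists. The paper chose these genes on the same libraries, so the percentile is not independent evidence. All 34 were higher, 16 of them at least 2-fold. Of these 16, Tlr3 (0.97), Ptgs2 (0.94) and Anxa1 (0.99) fell short of 2-fold, as Casp12 and Plin2 did, with the trend over GC content removed. With the trend over exon length removed, Ubr4 (0.90), Pml (0.99) and Plin2 (0.93) fell short of it. By the plain ratio of FPKM, 33 were at least 2-fold higher. The largest ratios belonged to Ifi209, Mndal, Ifi208, Ifi203 and Ifi205, neighbors on chromosome 1 that share from 21.6% to 47.2% of their 31-base words with other transcripts. Interferons induce genes of this family, so their rise may not be separate from that of the interferon-response list.

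**Figure D1:**
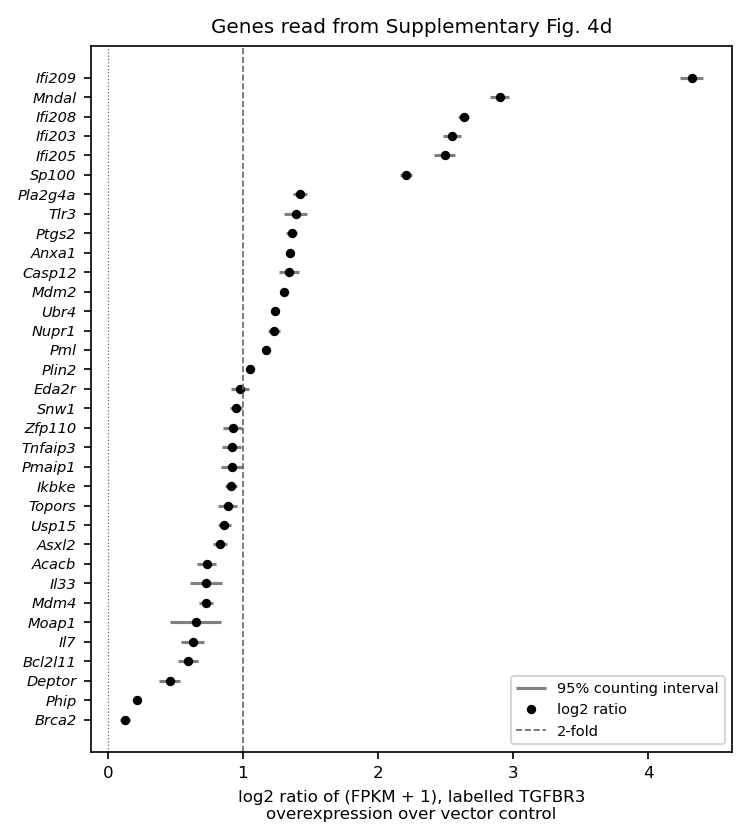
Log2 ratio of (FPKM + 1), library labelled TGFBR3 overexpression over library labelled vector control, of the 34 genes read from Supplementary Fig. 4d. Points are the values of 1 library per condition, bars are 95% counting intervals, the dotted line marks 0 and the dashed line marks 2-fold. The values run from 0.13 for Brca2 to 4.32 for Ifi209.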

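GSEA was not repeated, and the gene set of cell growth was not analysed here. A list of 22 genes of fatty acid and lipid synthesis had a median log2 ratio of −0.17 in the library labelled TGFBR3 overexpression, at the 0.11th percentile of the random lists, and a centred median of −0.26. In this list 9 genes were higher, 13 were lower and none was 2-fold changed with the added 1. Scd1 was lower, with FPKM values of 42.1 and 72.6 and a log2 ratio of −0.77, and so was Fads2 (−0.66). Acacb, which Supplementary Fig. 4d names, was higher, with FPKM values of 1.61 and 0.57 and a log2 ratio of 0.73 (95% CI 0.66 to 0.80), and without the added 1 it was 1.50. Thrsp, also low, had 4 counts against 110.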

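For ERK signaling, which acts through the phosphorylation of proteins, expression lists can only follow the transcripts. In the library labelled TGFBR3 overexpression, 24 genes that ERK signaling induces had a median log2 ratio of 0.01, at the 11.1th percentile of the random lists, with 13 genes higher and 11 lower. The centred median was −0.13, at the 6.60th percentile. Egr2 was the most changed (−0.94), followed by Ier2 (−0.57) and Spry2 (0.47). A list of 21 components of the cascade had a median of 0.02, at the 25.0th percentile, and a centred median of −0.09. With the added 1, none of the genes in either list was 2-fold changed. Mapk3, which encodes ERK1 (ENSMUSG00000063065, chromosome 7 of mm10, 126759601 to 126765819), had a log2 ratio of −0.44 (95% CI −0.48 to −0.41).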

Interestingly, we noticed that the ‘ERK1 and ERK2 cascade’ pathway was downregulated in the TGFBR3-overexpression group (Supplementary Fig. 4c). Consistently, the ‘MAPK signaling pathway’, which includes the ERK pathway, was upregulated in the Y-PRP-exos-treated group compared to the control group (Supplementary Fig. 3a). Numerous studies have reported that the ERK pathway regulates adipogenesis-related pathways, including fatty acid uptake and lipid droplet storage, and regulates cell proliferation and apoptosis^24–28^. These ERK-associated pathways were also significantly altered in FAPs treated by Y-PRP-exos or overexpression of TGFBR3 in this study. Thus, on the basis of the bioinformatic analysis, we hypothesized that the ERK pathway could be upstream of adipogenesis of FAPs regulated by the TGFBR3–KRT10 axis. 

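Krt10 (ENSMUSG00000019761) lies on chromosome 11 of mm10 from 99385254 to 99389364. Its RNA was scarce, with 23 counts in the library labelled TGFBR3 overexpression and 47 in the library labelled vector control. The log2 ratio was −0.11 (95% CI −0.22 to 0.01), and without the added 1 it was −0.68 (95% CI −1.47 to 0.07). Each interval includes no change, so that a difference was not detectable at this depth. Mapk8, which encodes the kinase JNK1, had a log2 ratio of 0.31 (95% CI 0.24 to 0.37), and of −0.12 with the trend over GC content removed. The paper reasons from the pathways altered in FAPs overexpressing TGFBR3, from those altered in FAPs treated by Y-PRP-exos, which were not analysed here, and from earlier studies of ERK. On this basis it proposes that the ERK pathway lies upstream of the adipogenesis of FAPs regulated by TGFBR3 and KRT10.

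**Figure D2:**
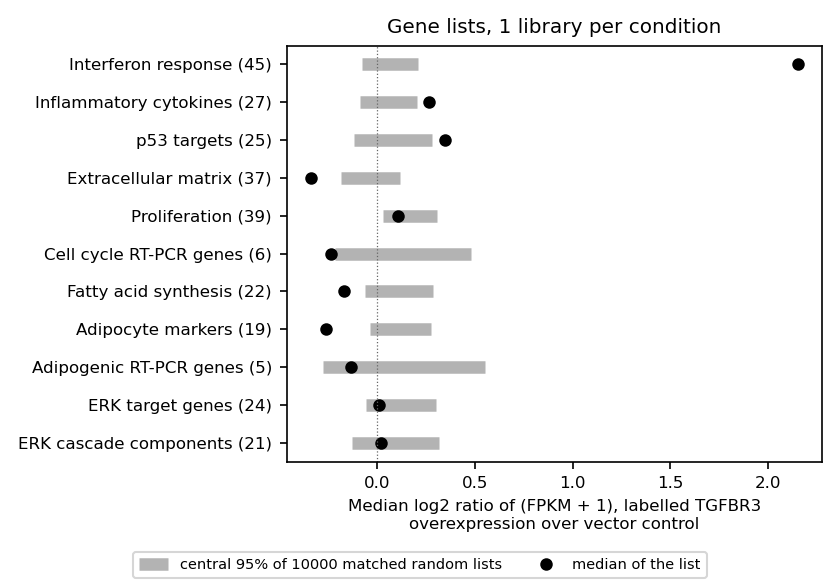
Median log2 ratio of (FPKM + 1) of 11 gene lists, library labelled TGFBR3 overexpression over library labelled vector control, with the number of genes of each list in parentheses. Points are medians of 1 library per condition, bars span the central 95% of 10000 random lists matched on expression, and the dotted line marks 0. The lists of interferon response, cytokines and p53 targets stand above their bars, those of extracellular matrix, cell cycle RT–PCR genes, fatty acid synthesis and adipocyte markers lie below theirs, and both ERK lists, whose centred medians are below 0, lie within theirs.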

Western blot analysis indicated that overexpression of KRT10 promoted the phosphorylation of ERK, but not JNK, and this can be reversed by the overexpression of TGFBR3 (Fig. 6a,b). Consistently, the activation of ERK was also upregulated in primary FAPs isolated from TR3cKO mice compared to in control mice (Fig. 6c,d). These data demonstrate that the TGFBR3–KRT10 axis can regulate the activation of the ERK pathway.

**Fig. 6:**
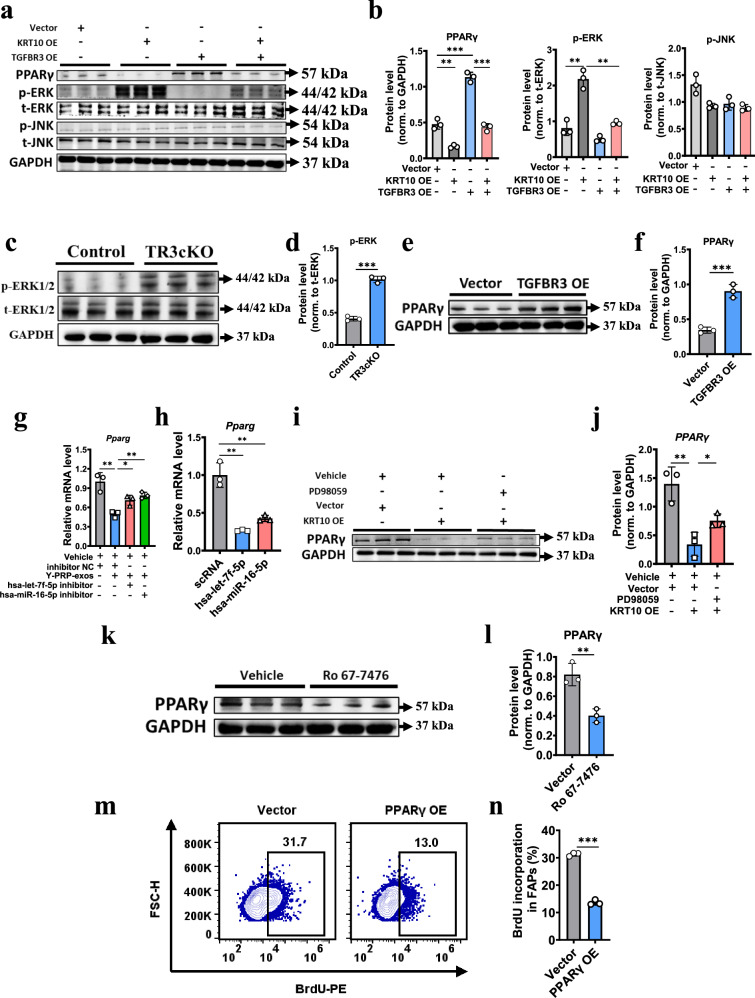
TGFBR3–KRT10 axis regulates the fate of FAPs through the ERK–PPARγ pathway. **a**, **b** Western blot analysis detecting the protein levels of PPARγ, phosphorylation of ERK and total ERK, phosphorylation of JNK and total JNK in FAPs overexpressing TGFBR3 with or without the overexpression of KRT10 (**a**) and quantification of relative protein levels of these proteins (normalized to GAPDH) (**b**). *n* = 3 per condition. **c**, **d** Western blot analysis detecting the protein levels of phosphorylation of ERK and total ERK in FAPs isolated from TR3cKO mice or control mice after glycerol injury at 7 DPI (**c**) and quantification of phosphorylated ERK normalized to total ERK (**d**). *n* = 3 per condition. **e**, **f** Western blot analysis detecting the protein levels of PPARγ in FAPs overexpressing TGFBR3 or not after induced adipogenesis (**e**) and quantification of PPARγ normalized to GAPDH (**f**). *n* = 3 per condition. **g** RT–PCR analysis showing the mRNA level of PPARγ in FAPs treated by Y-PRP-exos or not after transfection of hsa-miR-16-5p inhibitors or hsa-let-7f-5p inhibitors. *n* = 3 per condition. **h** RT–PCR analysis showing the mRNA level of PPARγ in FAPs after transfection of hsa-miR-16-5p or hsa-let-7f-5p. *n* = 3 per condition. **i**, **j** Western blot analysis detecting the protein levels of PPARγ in FAPs overexpressing KRT10 or not after treatment by an ERK antagonist during adipogenesis (**i**) and quantification of PPARγ normalized to GAPDH (**j**). *n* = 3 per condition. **k**, **l** Western blot analysis detecting the protein levels of PPARγ in FAPs treated by an ERK agonist during adipogenesis (**k**) and quantification of PPARγ normalized to GAPDH (**l**). *n* = 3 per condition. **m**, **n** Flow cytometry plots (**m**) and quantification (**n**) of BrdU incorporation in FAPs after transection of PPARγ overexpressing plasmids in vitro. *n* = 3 per condition.

Next, we explored downstream components of the ERK pathway involved in regulating FAP fate. Transcriptomics showed that the ‘PPAR signaling pathway’ was downregulated in the PRP-exos-treated group compared to the control group (Supplementary Fig. 3a). PPARγ is an adipogenic biomarker and it has been reported to inhibit proliferation. Thus, we determined the protein level of PPARγ under TGFBR3 or KRT10 overexpression conditions. As expected, the protein level of PPARγ was downregulated in the KRT10-overexpression group and this was reversed by the simultaneous overexpression of TGFBR3 (Fig. 6a, b). We also observed that the expression of PPARγ was significantly upregulated in FAPs overexpressing TGFBR3 compared to the control group (Fig. 6e, f). Notably, the mRNA level of PPARγ was significantly inhibited by treatment of Y-PRP-exos and this could be reversed after transfection with an hsa-let-7f-5p or hsa-miR-16-5p inhibitor (Fig. 6g). Moreover, direct transfection of hsa-let-7f-5p or hsa-miR-16-5p also downregulated the expression of PPARγ (Fig. 6h).

To investigate whether KRT10 regulates the expression of PPARγ through the ERK pathway, FAPs were treated by an ERK antagonist after transfection of KRT10 overexpressing plasmids. Western blot analysis indicated that the protein level of PPARγ was significantly downregulated by overexpression of KRT10 and this effect was reversed by adding PD98059 (Fig. 6i, j). Similarly, the protein level of PPARγ was significantly upregulated in FAPs after treatment with an ERK agonist (Fig. 6k, l). Finally, the proliferation of FAPs was downregulated by the overexpression of PPARγ (Fig. 6m, n). Together, these data indicate that PPARγ was regulated by the TGFBR3–KRT10–ERK pathway and it inhibited the proliferation of FAPs.

### Y-PRP-exos enhances the proregenerative capacity of FAPs through upregulation of IGFBP6

To investigate whether Y-PRP-exos could promote the regenerative supporting capacity of FAPs to stimulate the activation of MuSCs, transcriptomics was performed to find the key regulator of tissue regeneration. We found IGFBP6 was significantly downregulated and CXCL9 was significantly upregulated in FAPs that overexpressed TGFBR3 compared to the control group (Fig. 7a). 

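Igfbp6 (ENSMUSG00000023046) lies on chromosome 15 of mm10 from 102144362 to 102149511 and has 4 exons. Its FPKM was 97.3 in the library labelled TGFBR3 overexpression and 213 in the library labelled vector control, from 7338 and 21834 counts. The log2 ratio was −1.12 (95% CI −1.16 to −1.08), and the centred value was −1.27. With the trend over GC content removed, the value was −0.86, which is short of 2-fold. Of the genes with a mean FPKM of at least 1, 77 had a lower ratio than Igfbp6. Cxcl9 (ENSMUSG00000029417) lies on chromosome 5 from 92321347 to 92328079 and has 4 exons. Its counts were 28753 and 451, which correspond to FPKM values of 141 and 1.61. The log2 ratio was 5.76 (95% CI 5.68 to 5.84) and the centred value 5.64, and only Ccl5 had a larger ratio among the genes with a mean FPKM of at least 1. Interferons induce Cxcl9 as well as Ccl5, so its rise may not be separate from that of the interferon-response list, which holds neither gene. As the natural log of (FPKM + 1), Cxcl9 stood at 4.95 and 0.96 and Igfbp6 at 4.59 and 5.36. Fig. 7a also labels Ddit3, Mlkl and Plin2, which had log2 ratios of 2.66 (from 13475 and 2775 counts), 1.74 (95% CI 1.69 to 1.79) and 1.06 (95% CI 1.04 to 1.07). Plin2 was short of 2-fold when centred (0.90), with the trend over GC content removed (0.96) and with that over exon length removed (0.93).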

Since it was reported that CXCL9 negatively regulates and IGFBP6 positively regulates muscle regeneration, we thus hypothesized that IGFBP6 could be a key regulator for FAPs treated by Y-PRP-exos. We first confirmed that treatment of PRP-exos or transfection with hsa-let-7f-5p or hsa-miR-16-5p could significantly upregulate the mRNA level of IGFBP6 in FAPs (Fig. 7b, c). Then, conditional medium (CM) collected from FAPs transfected with IGFBP6 siRNA (thereafter named siIGFBP6) or scRNA were used to treat MuSCs. The results showed that CM collected from FAPs transfected with scRNA promoted Pax7-positive cells, MyoD-positive cells or dual-positive cells (Fig. 7d, e). However, the knocking down of IGFBP6 reversed the effects of FAP CM on the activation of MuSCs (Fig. 7d, e). Consistently, eMHC expression in MuSCs was also upregulated in CM collected from FAP transfected with scRNA but was reversed by CM collected from FAP transfected with siIGFBP6 (Fig. 7f). When treated with the recombinant IGFBP6 protein, we found that the activation of MuSCs was also upregulated in the IGFBP6-treated group compared to the control group (Fig. 7g-i). Furthermore, IGFBP6 can stimulate the proliferation of MuSCs (Supplementary Fig. 5a–c). The average area of myofibers was also significantly larger in the IGFBP6-treated group compared to the control group (Fig. 7j). Together, these results indicate that Y-PRP-exos or hsa-let-7f-5p and hsa-miR-16-5p facilitate muscle regeneration through upregulating IGFBP6.

**Fig. 7:**
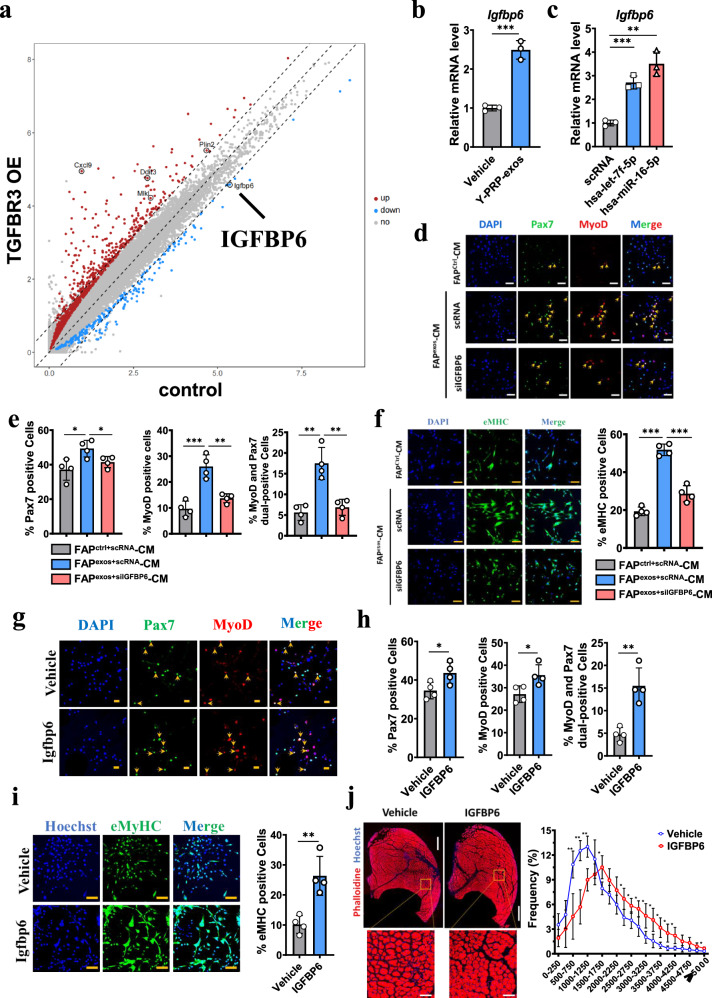
Y-PRP-exos promote the proregeneration supporting capacity of FAPs through partial upregulation of IGFBP6. **a** A scatter plot of DEGs in FAPs treated by overexpression of TGFBR3 or not. **b** RT–PCR analysis detecting the mRNA level of IGFBP6 in FAPs treated by Y-PRP-exos or not. *n* = 3 per condition. **c** RT–PCR analysis detecting the mRNA level of IGFBP6 in FAPs after transfection of hsa-miR-16-5p or hsa-let-7f-5p. *n* = 3 per condition. **d**, **e** Representative images of immunofluorescence analysis detecting the expression of Pax7 and MyoD in MuSCs treated by CM collected from FAPs treated by Y-PRP-exos with or without transfection of IGFBP6 siRNA (**d**) and quantification of the percentage of Pax7-positive cells, MyoD-positive cells or dual-positive cells (**e**). Scale bar, 50 μm. *n* = 4 per condition. **f** Representative images of immunofluorescence analysis detecting the expression of eMHC in MuSCs treated by CM collected from FAPs treated by Y-PRP-exos with or without transfection of IGFBP6 siRNA (left) and quantification of the percentage of Pax7-positive cells, MyoD-positive cells or dual-positive cells (right). Scale bar, 50 μm. *n* = 4 per condition. **g**, **h** Representative images of immunofluorescence analysis detecting the expression of Pax7 and MyoD in MuSCs treated by recombinant IGFBP6 protein or not (**g**) and quantification of the percentage of Pax7-positive cells, MyoD-positive cells or dual-positive cells (**h**). Scale bar, 50 μm. *n* = 4 per condition. **i** Representative images of immunofluorescence analysis detecting the expression of eMHC in MuSCs treated by recombinant IGFBP6 protein or not (left) and quantification of the percentage of eMHC positive cells (right). Scale bar, 50 μm. *n* = 4 per condition. **j** Representative images of myofibers in glycerol-injured muscle at 14 DPI after treatment by IGFBP6 or vehicle in whole sections (left, top) and enlarged images (left, bottom) and quantification of the distribution of CSA of myofibers (left). Scale bar, 500 μm (whole section) and 100 μm (enlarged image). *n* = 4 per condition. CSA cross sectional area.

## Discussion

The role of FAPs exerts a ‘double-edged sword’ effect. In a degenerative microenvironment, FAPs can promote the muscle degeneration, and accumulation of FAPs could lead to uncontrolled fibrosis and FI, thus impairing muscle regeneration and quality. On the contrary, in a regenerative microenvironment, FAPs could support muscle regeneration through secreting abundant proregenerative cytokines^13,15,21,22,29–31^. The transient proliferation of FAPs is essential to muscle regeneration^32,33^. Here, we found that Y-PRP-exos can promote the viability of FAPs and enhance the production of IGFBP6 while inhibiting its adipogenesis, demonstrating that Y-PRP-exos as well as its miRNA cargo can establish a proregenerative microenvironment in injured muscle through inducing the regeneration-supporting capacity of FAPs.

TGFBR3 is an important TGFβ receptor. Several studies have shown that TGFBR3 is a tumor suppressor gene that inhibits the proliferation or induces the apoptosis of cancer cells, but other studies have also found that TGFBR3 may promote proliferation in some circumstances^34–37^. We observed that TGFBR3 played a suppressor role in the proliferation of FAPs. In addition, TGFBR3 was reported to promote adipogenesis in previous studies^38^, and our findings also found that it was an important target for regulating adipogenesis of FAPs. Thus, we demonstrated TGFBR3 as an important regulator to determine the cellular fate of FAPs in acute muscle injury. TGFBR3 belongs to the transforming growth factor receptor family, with the Smad pathway and PI3K pathway commonly reported as its downstream targets^39,40^. In our study, we found that the activation of the ERK pathway was responsible for mediating the function of TGFBR3 on the adipogenesis and proliferation of FAPs. The ERK pathway exerted an adipogenesis-inhibition effect, in agreement with previous studies^24,41^. Some studies have demonstrated that the ERK pathway is closely associated with the phosphorylation of PPARγ; however, here, we found that both the mRNA level and the protein level of PPARγ could be regulated by the ERK pathway.

KRT10 was identified as a new target protein of TGFBR3. KRT10 is predominantly involved in inflammation and has not been reported to be associated with adipogenesis in previous studies^42^. However, here we explored the role of KRT10 in inhibiting the adipogenesis of FAPs through activation of ERK. In addition, although KRT10 was found to inhibit the proliferation of some types of cancer cells^43^, we found that overexpression of KRT10 preserved the viability of FAPs, indicating that the KRT10 has distinct roles in cell proliferation based on the cell type and local microenvironment.

Aging is a critical factor modulating the internal environment, which may impact the contents of exosomes^44^. One previous study also demonstrated that blood products from young donors can reverse aging^45^. Consistently, in our study, we proved that the enrichment of bioactive components in PRP-exos collected from old donors was markedly reduced compared to that in young donors, indicating that blood products can be significantly remodeled by aging. This indicates that aging should be considered as a potential confounder that impacts the therapeutic effects of blood products.

Specifically older people often suffer from musculoskeletal diseases, such as RCTs. Since PRP can currently only be used in the manner of autologous transfusion, we suggest that the dosage of PRP should be increased when treating elderly people.

Although RNAs, DNAs and metabolites are enriched in exosomes, we found that miRNAs showed a superior effect on regulating the cellular fate of FAPs. hsa-let-7f-5p and hsa-miR-16-5p were the two top enriched miRNAs in PRP-exos, regardless of age. Although hsa-let-7f-5p and hsa-miR-16-5p were found to participate in tumorigenesis or mental diseases, neither of these miRNAs were reported to be associated with adipogenesis of mesenchymal stem cells^46–48^. We here first demonstrated that these two miRNAs were critical components for PRP-exo-mediated inhibition of adipogenesis and promote proliferation by targeting TGFBR3.

We determined that PRP-exos collected from young donors facilitated muscle regeneration through regulating the cellular fate of FAPs. hsa-miR-16-5p and hsa-let-7f-5p were two key components that mediate Y-PRP-exos in regulating FAPs and FI in injured muscles. Importantly, we identified that TGFBR3 is a critical regulator for adipogenesis and proliferation of FAPs and that the TGFBR3–KRT10–ERK axis is an important downstream component of Y-PRP-exos or these two miRNAs. Another key finding in our study is that aging is a critical confounder that affects the enrichment of the miRNA cargo in PRP-exos and impairs the therapeutic effects of PRP-exos on muscle injury. This study clarified the underlying mechanisms of PRP-exos regulation of FI in injured muscles as well as muscle regeneration and explored TGFBR3 as a new therapeutic target to treat FI. Moreover, since TGFBR3 was found to be an important inhibitor for tumorigenesis, especially in elder people, the broad inhibition of TGFBR3 may raise the concern for susceptibility to cancer^40,45^. Although we explored that administration of PRP-exos showed little toxicity to major organs in the short term, the long-term side effects were not analyzed in this study. Considering this, a delivery system containing hsa-miR-16-5p and hsa-let-7f-5p specifically targeting FAPs could be a promising way to reduce the risk of developing tumors.

## Supplementary information

Supplementary Information

## Data Availability

The RNA-seq data from this study have been submitted to the NCBI Gene Expression Omnibus (GEO) (https://www.ncbi.nlm.nih.gov/geo) under accession numbers GEO: GSE283671 and GSE284069. All software used was freely or commercially available.

# Supplementary material for: Platelet-rich plasma-derived exosomes establishing a muscular proregenerative microenvironment through enhancing the viability of fibro-adipogenic progenitors
**Source:** Exp Mol Med. 2025 Dec 25;57(12):2957–71. doi: 10.1038/s12276-025-01606-x
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Figures

Supplementary Fig 1.

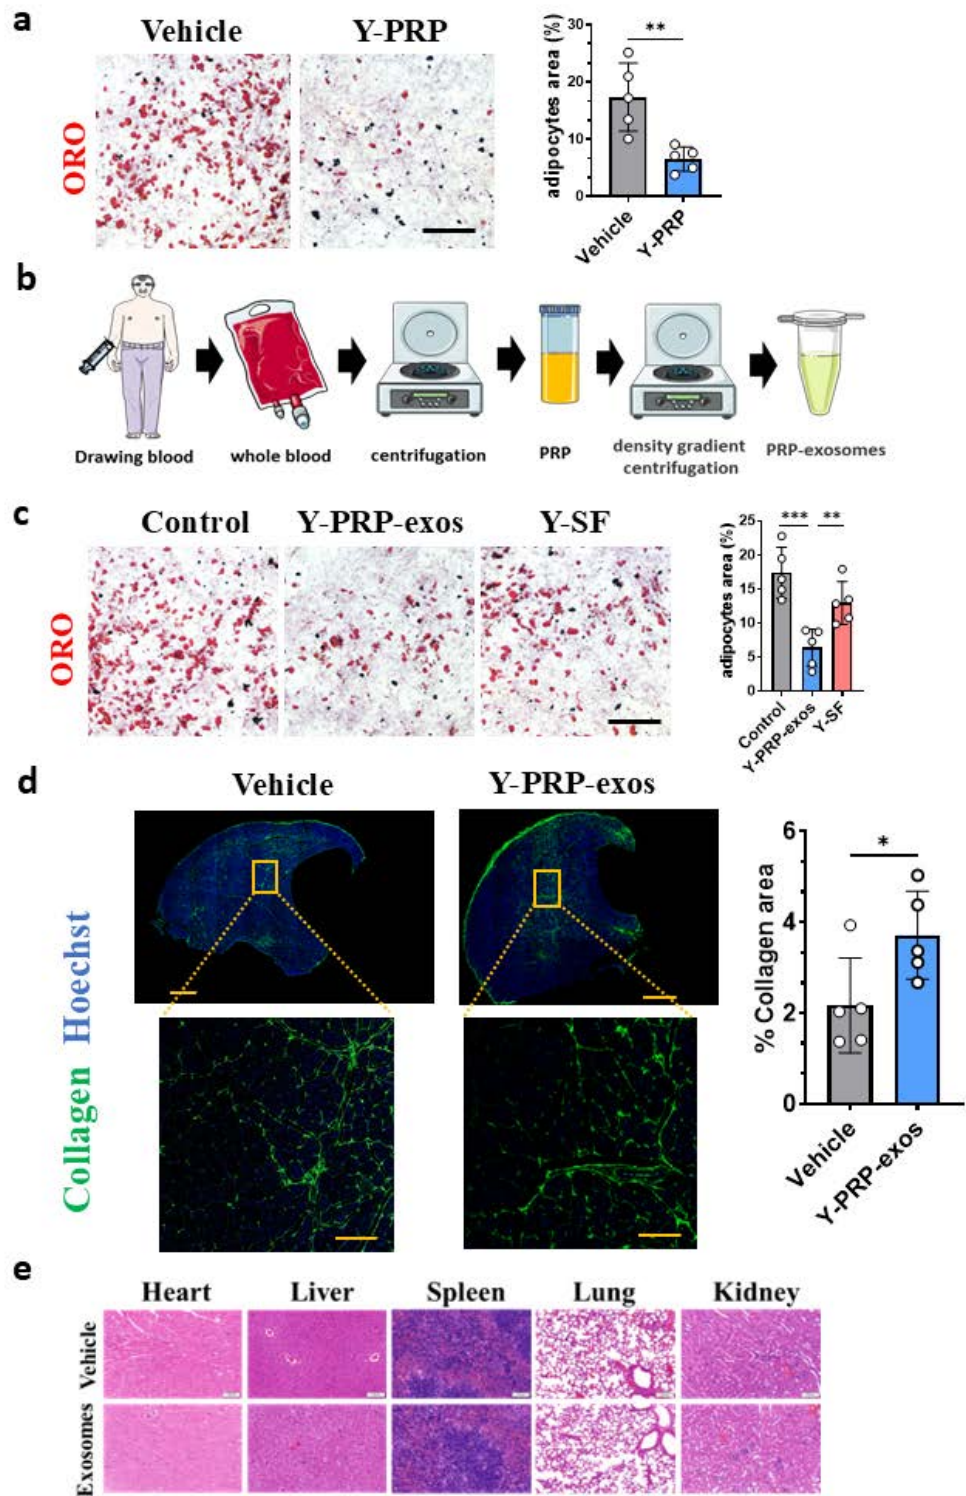

**Supplementary Fig. 1.** PRP-exos is the key regulator contained in PRP to inhibit the adipogenesis of FAPs.

(a) Representative images of adipogenic induction of FAPs after treatment of PRP or vehicle detected by Oil red O (Scale bar = 50 $\mu$ m) (left) and quantification of the area of adipocytes in each group (right). n=5 per condition.

(b) Schematics of isolating exosomes from PRP.

(c) Representative images of adipogenic induction of FAPs after treatment of PRP or soluble factor (SF) detected by Oil red O (Scale bar = 50 $\mu$ m) (left) and quantification of the area of adipocytes in each group (right). n=5 per condition.

(d) Representative images of immunofluorescence detecting the expression of Collagen I in glycerol-injured muscles at 14 DPI treated by Y-PRP-exos or vehicle, respectively. The collagen I expression in whole sections (left, upper) (scale bar = 500 $\mu$ m) or enlarged images (left, lower) (scale bar = 50 $\mu$ m) was evaluated and quantification of the percentage of fibrosis area was detected (right). n=5 per condition.

(e) Representative images of hematoxylin-eosin staining evaluating the injury signs of major organs after treatment of Y-PRP-exos. Heart, Lung, Liver, kidney and spleen were harvested from mice after treatment of Y-PRP-exos or PBS. The tissue morphology of these organs was detected through using hematoxylin-eosin staining, respectively (scale bar = 100 $\mu$ m). n=3 per condition.

Supplementary Fig 2.

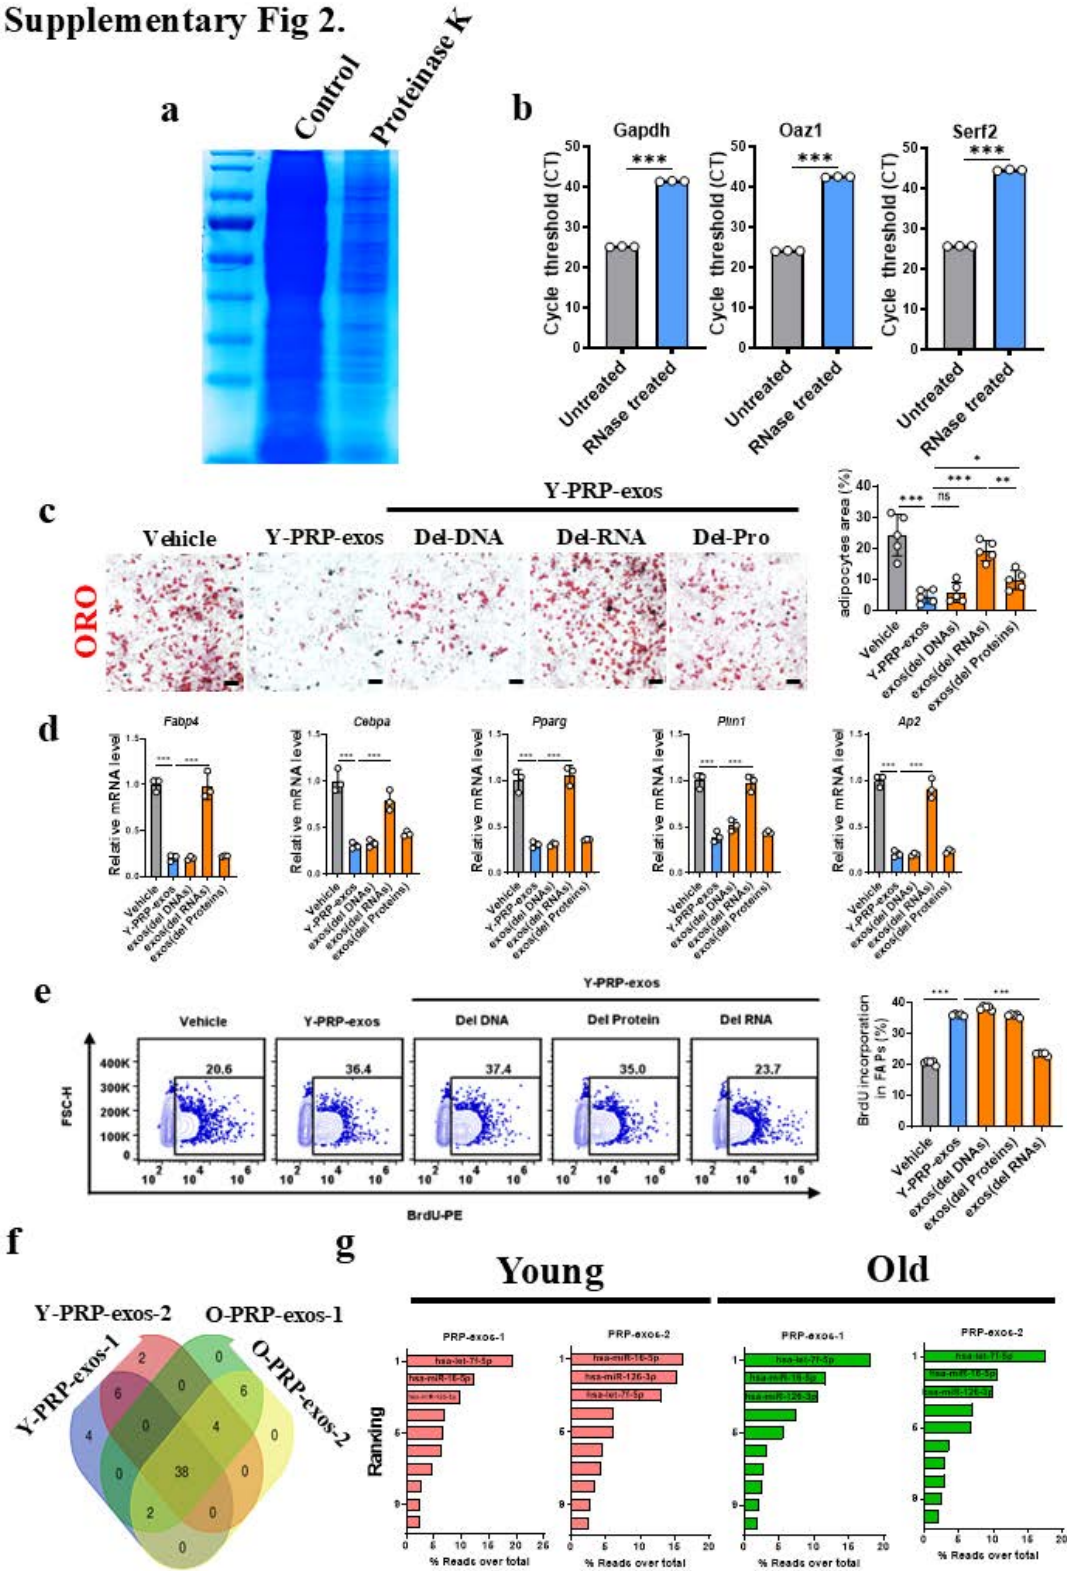

**Supplementary Fig. 2.** RNAs were the dominant bioactive factor to mediate the effects of Y-PRP-exos on adipogenesis and proliferation of FAPs.

(a) Detecting the efficiency of depletion of proteins.

(b) Real-time PCR detecting the efficiency of depletion of RNAs in exosomes treated by RNase.

(c) Representative images of adipogenic induction of FAPs after treatment of Y-PRP-exos with or without depletion of proteins, DNAs or RNAs, respectively (Scale bar =50 $\mu$ m) (left) and quantification of the area of adipocytes in each group (right). n=5 per condition.

(d) Real-time PCR analysis detecting the expression of adipogenic biomarkers in FAPs after treatment of Y-PRP-exos with or without depletion of proteins, DNAs or RNAs, respectively. n=3 per condition.

(e) Flow cytometry plots (left) and quantification (right) of BrdU incorporation in FAPs after treatment of Y-PRP-exos with or without depletion of proteins, DNAs or RNAs, respectively. n=3 per condition.

(f) Venn diagram showing the common miRNAs in FAPs treated by Y-PRP-exos or O-PRP-exos.

(g) The top 3 enriched miRNAs in Y-PRP-exos or O-PRP-exos detecting by miRNA-Seq.

Supplementary Fig 3.

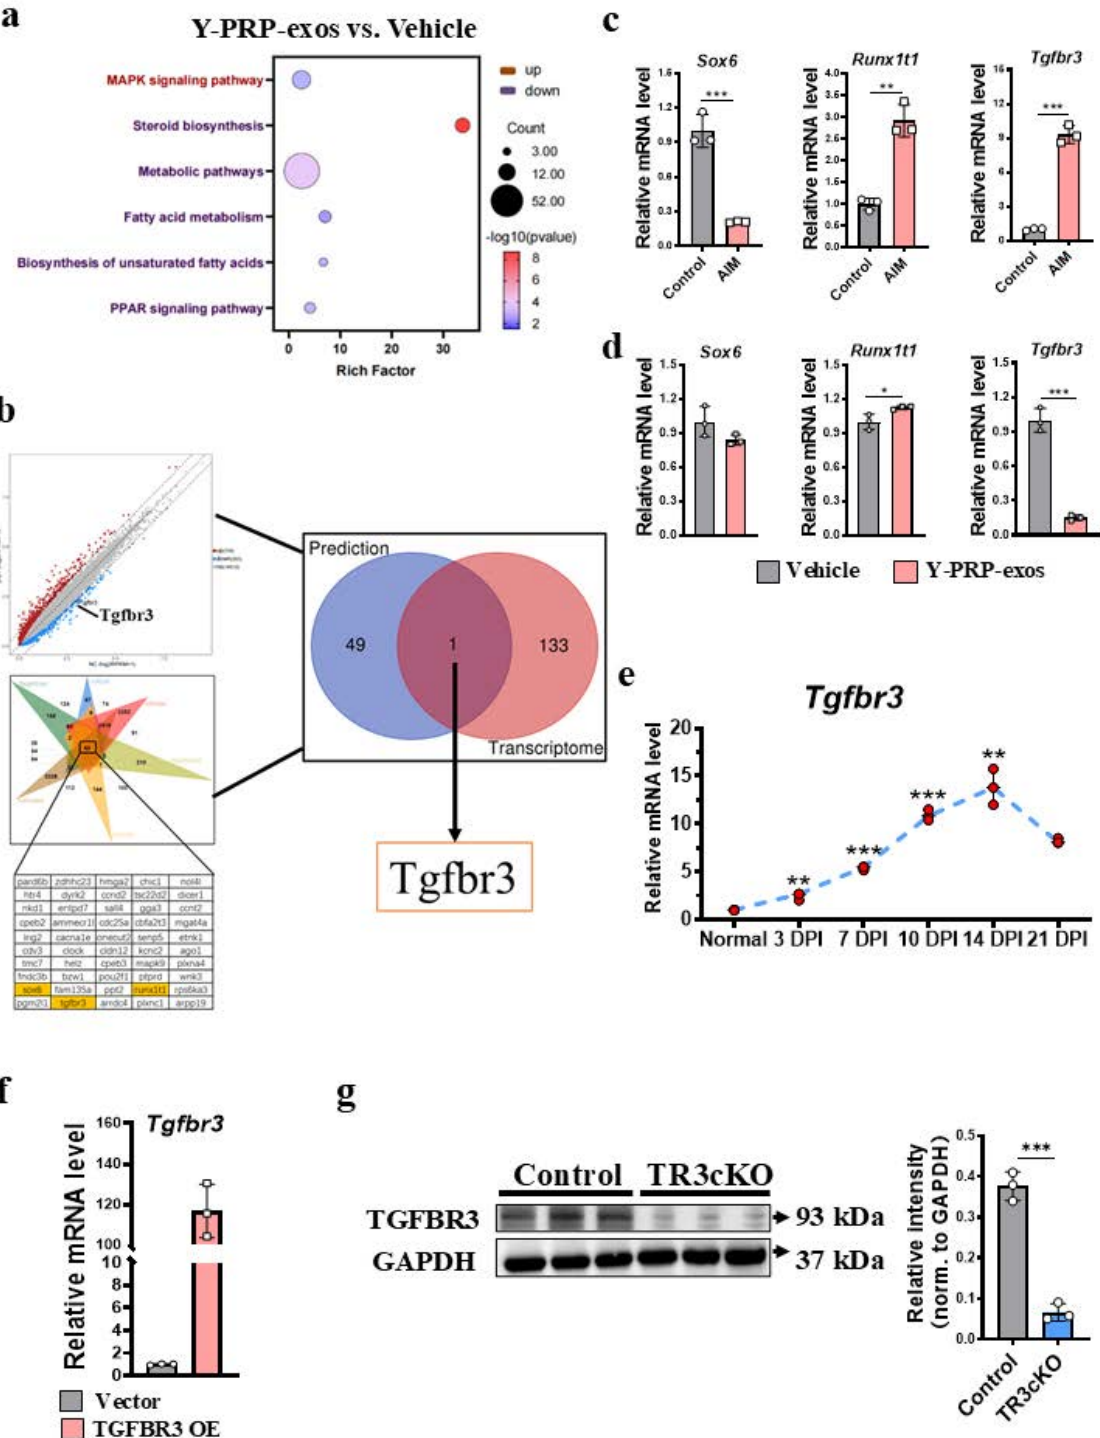

**Supplementary Fig. 3.** TGFBR3 is regulated by Y-PRP-exos.

- (a) GO analysis showed the significantly changed pathways in FAPs overexpressing TGFBR3 or not detected by RNA-Seq.
- (b) The differentially expressed genes in FAPs overexpressing TGFBR3 or not detected by RNA-Seq (left, upper) and bioinformatic analysis of prediction of the target genes of hsa-let-7f-5p and hsa-miR-16-5p (left, lower). The co-expressed genes were presented (right).
- (c) Real-time PCR analysis detecting the mRNA expression of Sox6, Runx1t1 and TGFBR3 in FAPs cultured in adipogenic induction medium. n=3 per condition.
- (d) Real-time PCR analysis detecting the mRNA expression of Sox6, Runx1t1 and TGFBR3 in FAPs cultured in adipogenic induction medium treated by Y-PRP-exos or not. n=3 per condition.
- (e) Real-time PCR analysis detecting the expression of TGFBR3 in FAPs isolated from glycerol-injured muscles at each timepoint. n=3 per condition.
- (f) Real-time PCR analysis detecting the expression of TGFBR3 in FAPs after transfection of TGFBR3 overexpressing plasmids or vectors. n=3 per condition.
- (g) Western blot analysis showing the expression of TGFBR3 in FAPs isolated from TR3cKO mice or control mice (left) and quantification of the relative protein level of TGFBR3 after normalized to GAPDH (right). n=3 per condition.

## Supplementary Fig 4.

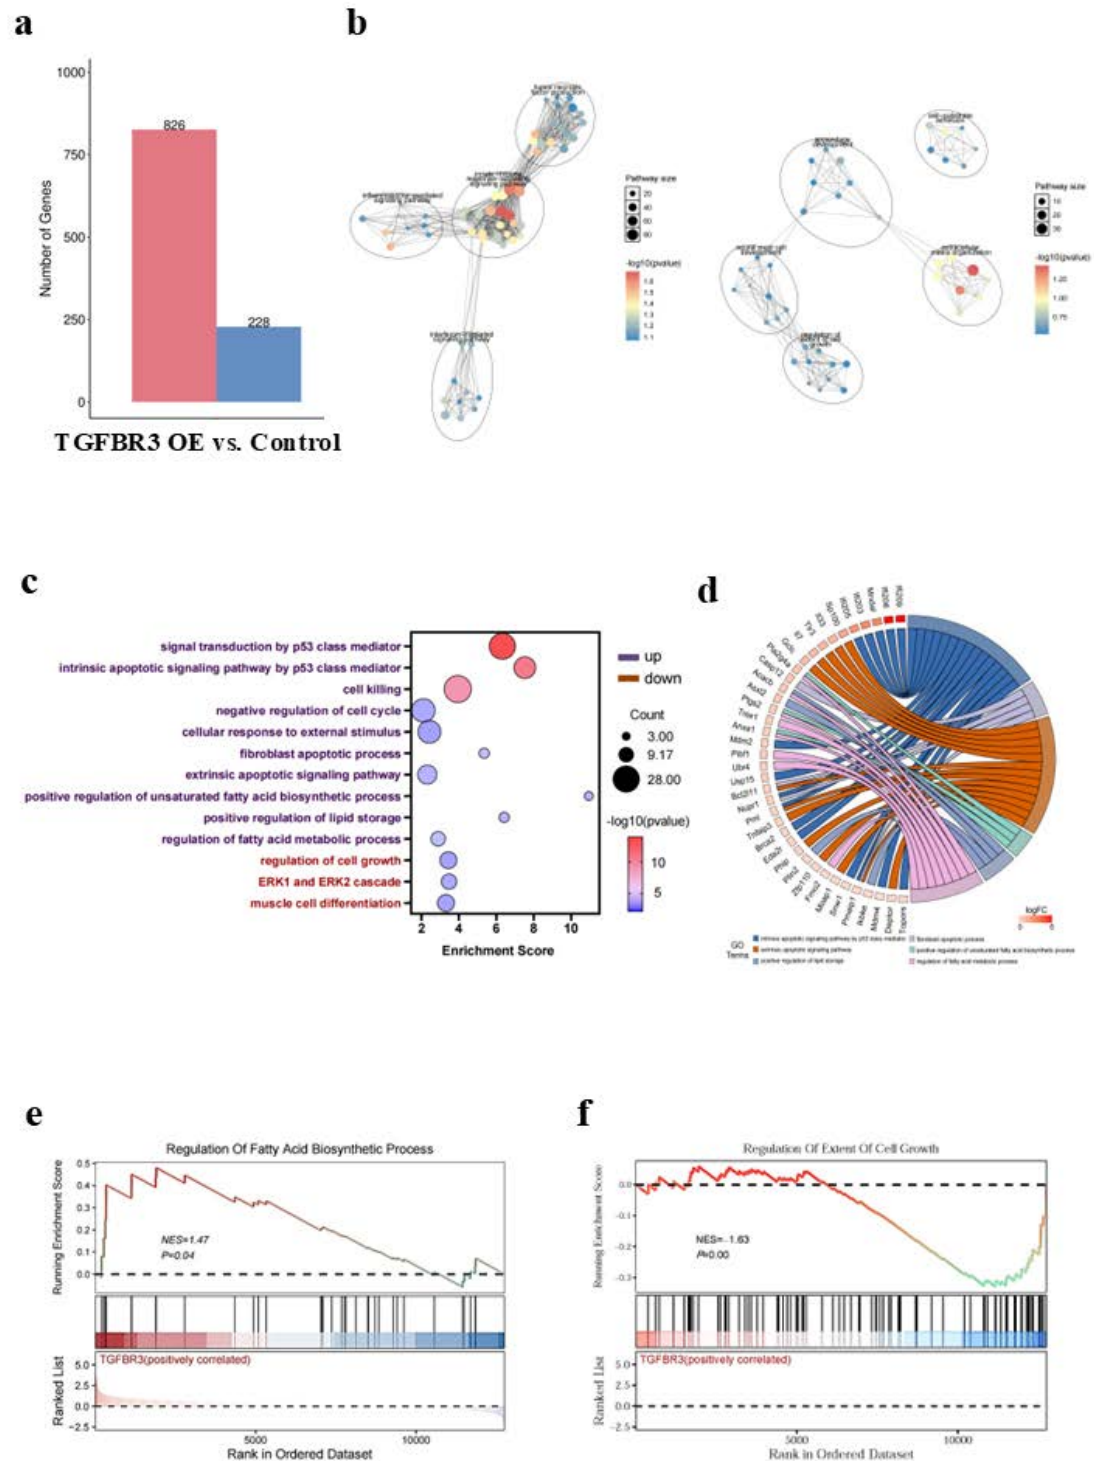

**Supplementary Fig. 4.** Overexpressing TGFBR3 impacting the adipogenesis and proliferation of FAPs.

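The panels of Supplementary Fig. 4 rest on the comparison of FAPs transfected with TGFBR3 overexpressing plasmids or with the vector. Panels b and c come from the overrepresentation analysis described in the methods, in which a hypergeometric test asks whether a GO term holds more of the differentially expressed genes than its size would give. That test depends on which genes enter the list. The paper gives a general significance level for its statistics, and its text names no fold threshold for these genes. The chordal graph in panel d joins each gene to the terms that hold it, so a gene can be drawn under both apoptosis and adipogenesis. Panels e and f come from GSEA, for which the paper states a ranking by log2 fold change. It asks whether a gene set gathers at the top or the bottom of the ranking.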

- (a) The differentially upregulated or downregulated genes in FAPs after overexpressing TGFBR3 or not.
- (b) The network of differentially expressed pathways of GO analysis in FAPs after overexpressing TGFBR3 or not.
- (c) Bubble diagram of GO analysis showing the differentially expressed pathways related to apoptosis or adipogenesis.
- (d) Chordal graph presenting the common differentially expressed genes in apoptosis-related pathways or adipogenesis-related pathways.
- (e) GSEA analysis showed “Regulation of fatty acid biosynthetic process” pathway differentially expressed in FAPs overexpressing TGFBR3 or not.
- (f) GSEA analysis showed “Regulation of extent of cell growth” pathway differentially expressed in FAPs overexpressing TGFBR3 or not.

## Supplementary Fig 5.

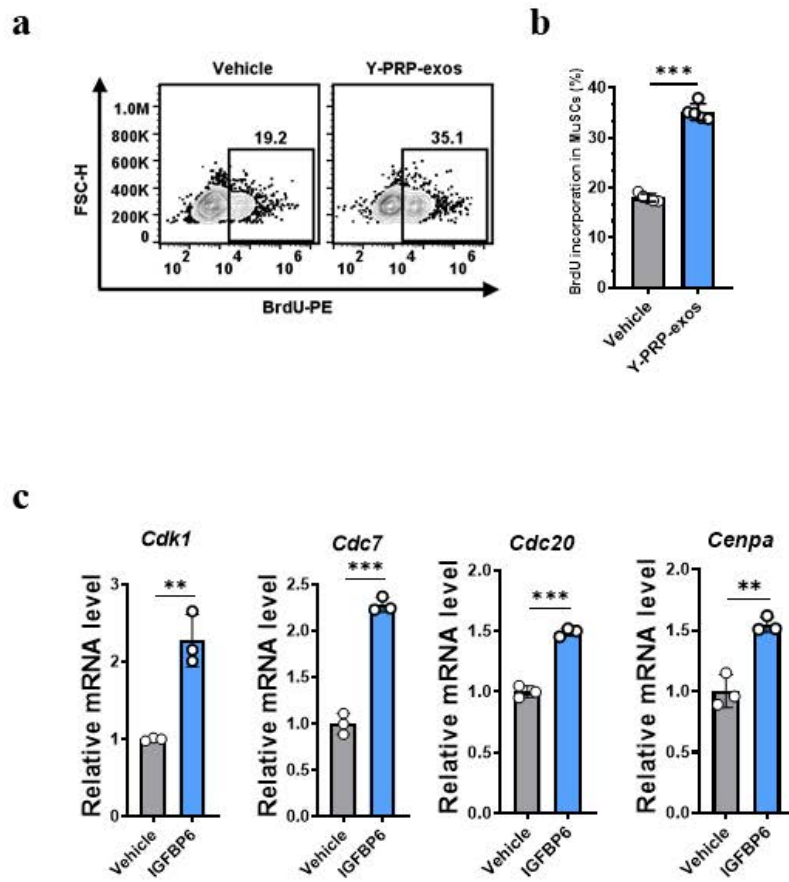

**Supplementary Fig. 5.** IGFBP3 promoting the proliferation of MuSCs.

(a-b) Flow cytometry plots (a) and quantification (b) of BrdU incorporation in MuSCs after treatment of IGFBP6 or not. n=3 per condition.

(c) Real-time PCR analysis detecting the expression of cell cycle biomarkers in MuSCs treated by IGFBP6 or not. n=3 per condition.

**Supplementary Table 1. Key resources table**

| REAGENT or RESOURCE                                       | SOURCE               | IDENTIFIER                                          |
|-----------------------------------------------------------|----------------------|-----------------------------------------------------|
| Antibodies                                                |                      |                                                     |
| PE anti-mouse CD140a Antibody                             | Biolegend            | Clone#:APA5;<br>Cat#135906;<br>RRID: AB_1953269     |
| Alexa Fluor® 488 anti-mouse CD31 Antibody                 | Biolegend            | Clone#:390;<br>Cat#102414;<br>RRID:AB_493408        |
| Alexa Fluor® 488 anti-mouse CD45 Antibody                 | Biolegend            | Clone#:30-F11;<br>Cat#103122;<br>RRID: AB_493531    |
| APC/Cyanine7 anti-mouse Ly-6A/E (Sca-1) Antibody          | Biolegend            | Clone#:D7;<br>Cat#108126;<br>RRID: AB_10645327      |
| PE anti-BrdU Antibody                                     | Biolegend            | Clone#:3D4;<br>Cat#364116;<br>RRID: AB_2814317      |
| FITC anti-BrdU Antibody                                   | Biolegend            | Clone#:3D4;<br>Cat#364104;<br>RRID: AB_2564481      |
| COL1A1 Antibody                                           | SANTA CRUZ           | Clone#:3G3;<br>Cat#sc-293182;<br>RRID: AB_2797597   |
| Anti-Perilipin-1 antibody                                 | ABCAM                | Cat#ab61682;<br>RRID:AB_944751                      |
| Anti-Ki67 antibody                                        | ABCAM                | Clone#:SP6;<br>Cat#ab16667;<br>RRID: AB_302459      |
| Mouse PDGF R alpha Antibody                               | R&D                  | Cat#AF1062;<br>RRID: AB_2236897                     |
| Myosin Heavy Chain Recombinant Rabbit Monoclonal Antibody | Invitrogen           | Clone#:6V0G1;<br>Cat#MA5-35613;<br>RRID: AB_2849513 |
| TRITC Phalloidin                                          | Yeason               | Cat#40734ES80;                                      |
| iFluor™ 647 phalloidin                                    | Yeason               | Cat#40762ES75;                                      |
| KRT10 Antibody                                            | SANTA CRUZ           | Clone#:DE-K10;<br>Cat#sc-52318;<br>RRID: AB_629836  |
| beta Actin Antibody                                       | Affinity Biosciences | Cat#AF7018;<br>RRID: AB_2839420                     |
| GAPDH Antibody                                            | Affinity Biosciences | Cat#AF7021;<br>RRID: AB_2839421                     |

|                                                                 |                           |                                        |
|-----------------------------------------------------------------|---------------------------|----------------------------------------|
| TGF- $\beta$ Receptor III Antibody                              | Cell Signaling Technology | Cat#2519;<br>RRID: AB_390707           |
| PPAR gamma Antibody                                             | Affinity Biosciences      | Cat#AF6284;<br>RRID: AB_2835135        |
| ERK1/2 Antibody                                                 | Affinity Biosciences      | Cat#AF0155;<br>RRID: AB_2833336        |
| Phospho-ERK1/2 (Thr202/Tyr204) Antibody                         | Affinity Biosciences      | Cat#AF1015;<br>RRID: AB_2834432        |
| JNK1/2/3 Antibody                                               | Affinity Biosciences      | Cat#AF6318;<br>RRID: AB_2835177        |
| Phospho-JNK1/2/3 (Thr183+Tyr185) Antibody                       | Affinity Biosciences      | Cat#DF3318;<br>RRID: AB_2834737        |
| Anti-MyoD1 Antibody                                             | ABCCAM                    | Cat#ab133627;<br>RRID: AB_2890928      |
| PAX7 Antibody                                                   | DSHB                      | RRID:AB_528428                         |
| Alexa Fluor® 488 AffiniPure Donkey Anti-Chicken IgY (IgG) (H+L) | Jackson ImmunoResearch    | Code: 703-545-155;<br>RRID: AB_2340375 |
| Alexa Fluor® 488 AffiniPure Donkey Anti-Mouse IgG (H+L)         | Jackson ImmunoResearch    | Code: 715-545-151;<br>RRID: AB_2341099 |
| Cy™3 AffiniPure Donkey Anti-Mouse IgG (H+L)                     | Jackson ImmunoResearch    | Code: 715-165-150;<br>RRID: AB_2340813 |
| Alexa Fluor® 488 AffiniPure Donkey Anti-Rabbit IgG (H+L)        | Jackson ImmunoResearch    | Code: 711-545-152;<br>RRID: AB_2313584 |
| Alexa Fluor® 488 AffiniPure Donkey Anti-Goat IgG (H+L)          | Jackson ImmunoResearch    | Code: 705-545-003;<br>RRID: AB_2340428 |
| Alexa Fluor® 488 AffiniPure Donkey Anti-Rat IgG (H+L)           | Jackson ImmunoResearch    | Code: 712-545-150;<br>RRID: AB_2340683 |
| Cy™3 AffiniPure Donkey Anti-Rat IgG (H+L)                       | Jackson ImmunoResearch    | Code: 712-165-150;<br>RRID: AB_2340666 |
| Cy™3 AffiniPure Donkey Anti-Rabbit IgG (H+L)                    | Jackson ImmunoResearch    | Code: 712-165-152;<br>RRID: AB_2307443 |
| Cy™3 AffiniPure Donkey Anti-Goat IgG (H+L)                      | Jackson ImmunoResearch    | Code: 705-165-003;<br>RRID: AB_2340411 |
| Horseradish enzyme labeled goat anti-rabbit IgG (H+L)           | ZSGB-Bio                  | Cat#ZB-2301;<br>RRID:AB_2747412        |
| Horseradish enzyme labeled goat anti-mouse IgG (H+L)            | ZSGB-Bio                  | Cat#ZB-2305;<br>RRID:AB_2747415        |
| Recombinant Mouse IGFBP-6                                       | Biolegend                 | Cat#752404                             |
|                                                                 |                           |                                        |
| Chemicals, peptides, and recombinant proteins                   |                           |                                        |
| MG-132                                                          | MedChemExpress            | Cat#HY-13259                           |
| Cycloheximide                                                   | MedChemExpress            | Cat#HY-12320                           |
| Hoechst 33342                                                   | Beyotime                  | Cat#C1026                              |

|                                                                   |                                              |                          |
|-------------------------------------------------------------------|----------------------------------------------|--------------------------|
| Tamoxifen                                                         | Sigma                                        | Cat#T5648-5G             |
| Collagenase Type II                                               | BioFroxx                                     | Cat#2275GR001            |
| Tissue TeK O.C.T.Compound                                         | SAKURA                                       | Cat#4583                 |
| INVI DNA RNA Transfection Reagent                                 | Invigentech                                  | Cat#IV1216075            |
| Glycerol                                                          | BioFroxx                                     | Cat#1280ML100            |
| Critical commercial assays                                        |                                              |                          |
| Phase-Flow™ FITC BrdU Kit                                         | Biolegend                                    | Cat#370704               |
| PrimeScript™ RT Master Mix                                        | Takara                                       | Cat#RR036A               |
| TB Green® Premix Ex Taq™ II                                       | Takara                                       | Cat#RR820A               |
| Modified Oil Red O Stain Kit                                      | Solarbio                                     | Cat#G1261                |
| Coomassie Blue Staining Solution                                  | Beyotime                                     | Cat#P0017B               |
| Deposited data                                                    |                                              |                          |
|                                                                   |                                              |                          |
|                                                                   |                                              |                          |
|                                                                   |                                              |                          |
|                                                                   |                                              |                          |
|                                                                   |                                              |                          |
| Experimental models: Organisms/strains                            |                                              |                          |
| C57BL/6J                                                          | HUNAN SJA<br>LABORATORY<br>ANIMAL CO.,LTD    | N/A                      |
| Mouse:B6N.Cg-Tg(Pdgfra-cre/ERT)467Dbe/J                           | The Jackson<br>Laboratory                    | RRID:IMSR_JAX:01<br>8280 |
| Mouse:C57BL/6JCya-Tgfr3 <sup>em1flox</sup> /Cya                   | Cyagen Bio- sciences<br>Inc. (Suzhou, China) | Cat#S-CKO-08178          |
| Oligonucleotides                                                  |                                              |                          |
| REAGENT or RESOURCE                                               | SOURCE                                       | IDENTIFIER               |
| Genotyping primer: PDGFRα-CreERT Forward:<br>TCAGCCTTAAGCTGGGACAT | The Jackson<br>Laboratory                    | 14633                    |
| Genotyping primer: PDGFRα-CreERT Reverse:<br>ATGTTTAGCTGGCCCAAATG | The Jackson<br>Laboratory                    | oIMR9377                 |
| Genotyping primer: TGFR3 Forward:<br>ATATGTGCCCTATTAAGGGGCTAAG    | Cyagen Bio- sciences<br>Inc. (Suzhou, China) | N/A                      |
| Genotyping primer: TGFR3 Reverse:<br>ATCTCTACAGCAGGGTGGTTTCTA     | Cyagen Bio- sciences<br>Inc. (Suzhou, China) | N/A                      |
| qPCR Primer: CDC20 Forward:<br>GCCGAACCTCTGGCAAATCT               | Primer Bank                                  | N/A                      |
| qPCR Primer: CDC20 Reverse:<br>TTGGGGGATAAAGCGGTCAC               | Primer Bank                                  | N/A                      |
| qPCR Primer: CDK1 Forward:<br>GGTCCGTCGTAACCTGTTGA                | Primer Bank                                  | N/A                      |
| qPCR Primer: CDK1 Reverse:<br>CCACACCGTAAGTACCTTCTCC              | Primer Bank                                  | N/A                      |

|                                                              |             |     |
|--------------------------------------------------------------|-------------|-----|
| qPCR Primer: CDCA3 Forward:<br>GAGGAAGCCAAACAATCCGC          | Primer Bank | N/A |
| qPCR Primer: CDCA3 Reverse:<br>TGCGCTTAGAACCTGAGGAC          | Primer Bank | N/A |
| qPCR Primer: CENPA Forward:<br>GGCCCTTCAGGAGACATTACC         | Primer Bank | N/A |
| qPCR Primer: CENPA Reverse:<br>GGCACCGTGTAGCCAGTATT          | Primer Bank | N/A |
| qPCR Primer: IGFBP6 Forward:<br>GGTCTACAGCCCTAAGTGCG         | Primer Bank | N/A |
| qPCR Primer: IGFBP6 Reverse:<br>CCTTTGTAGTCTCCTCCGACG        | Primer Bank | N/A |
| qPCR Primer: CXCL9 Forward:<br>CTCGGACTTCACTCCAACACA         | Primer Bank | N/A |
| qPCR Primer: CXCL9 Reverse:<br>ATCACTAGGGTTCCTCGAACT         | Primer Bank | N/A |
| qPCR Primer: Gapdh Forward:<br>CCTGGAGAAACCTGCCAAGTATG       | Primer Bank | N/A |
| qPCR Primer: Gapdh Reverse:<br>AGAGTGGGAGTTGCTGTTGAAGTC      | Primer Bank | N/A |
| qPCR Primer: FABP4 Forward:<br>CGACAGGAAGGTGAAGAGCATC        | Primer Bank | N/A |
| qPCR Primer: FABP4 Reverse:<br>ATTCCACCAGCTTGTCACCA          | Primer Bank | N/A |
| qPCR Primer: Perilipin Forward:<br>GAGACTGAGGTGGCGGTCT       | Primer Bank | N/A |
| qPCR Primer: Perilipin Reverse:<br>CATCCTTACTCTCCACGCTGTAAC  | Primer Bank | N/A |
| qPCR Primer: PPAR $\gamma$ Forward:<br>TCGCTGATGCACTGCCTATG  | Primer Bank | N/A |
| qPCR Primer: PPAR $\gamma$ Reverse:<br>GAGAGGTCCACAGAGCTGATT | Primer Bank | N/A |
| qPCR Primer: C/EBP $\alpha$ Forward:<br>GCGGGAACGCAACAACATC  | Primer Bank | N/A |
| qPCR Primer: C/EBP $\alpha$ Reverse:<br>GTCCTGGTCAACTCCAGCAC | Primer Bank | N/A |
| qPCR Primer: LEPTIN Forward:<br>TGTCTACTGCTCGGAACAC          | Primer Bank | N/A |
| qPCR Primer: LEPTIN Reverse:<br>GCTCAAATGTTTCAGGCTTTTGG      | Primer Bank | N/A |
| qPCR Primer: CCND1 Forward:<br>CAGCCCCAACAACCTCCTCT          | Primer Bank | N/A |
| qPCR Primer: CCND1 Reverse:<br>CAGGGCCTTGACCGGG              | Primer Bank | N/A |

|                                                                |                                |     |
|----------------------------------------------------------------|--------------------------------|-----|
| qPCR Primer: CDC7 Forward:<br>TGGGATTTGGACATATGCTGCT           | Primer Bank                    | N/A |
| qPCR Primer: CDC7 Reverse:<br>AAGAGGCTTCCACTACGCAC             | Primer Bank                    | N/A |
| qPCR Primer: AP2 Forward:<br>TACGAAGACTGCGAGGACCG              | Primer Bank                    | N/A |
| qPCR Primer: AP2 Reverse:<br>AAGTCGGCATTAGGGGTGTG              | Primer Bank                    | N/A |
| qPCR Primer: LPL Forward:<br>TACCCCCTAGACAACGTCCA              | Primer Bank                    | N/A |
| qPCR Primer:LPL Reverse:<br>CCAGCTGGATCCAAACCAGT               | Primer Bank                    | N/A |
| qPCR Primer: SOX6 Forward:<br>AAGGCAGTTGCCAATGTGAC             | Primer Bank                    | N/A |
| qPCR Primer: SOX6 Reverse:<br>CTTGCTTGGAAGACATTCTTAGTTA        | Primer Bank                    | N/A |
| qPCR Primer: RUNX1T1 Forward:<br>TGCCTTTTGTTGTGCTGGGT          | Primer Bank                    | N/A |
| qPCR Primer: RUNX1T1 Reverse:<br>CCACAGATCAATCTTTTCTCCGC       | Primer Bank                    | N/A |
| qPCR Primer: TGFB3 Forward:<br>TGCAAGGGGGCGTGAATATC            | Primer Bank                    | N/A |
| qPCR Primer: TGFB3 Reverse:<br>CGAGTAGCCATTGGTCTGGA            | Primer Bank                    | N/A |
| siRNAs                                                         |                                |     |
| IGFBP6 siRNA (mus) Forward:<br>GGAGCAGUGACUUAUUCATT            | Shanghai<br>GenePharma Co.,Ltd | N/A |
| IGFBP6 siRNA (mus) Reverse:<br>UGAAUGAAGUCACUGCUCCTT           | Shanghai<br>GenePharma Co.,Ltd | N/A |
| hsa-let-7f-5p(homo) mimics Forward:<br>UGAGGUAGUAGAUUGUAUAGUU  | Shanghai<br>GenePharma Co.,Ltd | N/A |
| hsa-let-7f-5p(homo) mimics Reverse:<br>CUAUACAAUCUACUACCUCAUU  | Shanghai<br>GenePharma Co.,Ltd | N/A |
| hsa-mir-16-5p(homo) mimics Forward:<br>UAGCAGCACGUAAAUUUGGCG   | Shanghai<br>GenePharma Co.,Ltd | N/A |
| hsa-mir-16-5p(homo) mimics Reverse:<br>CCAAUUAUUUACGUGCUGCUAUU | Shanghai<br>GenePharma Co.,Ltd | N/A |
| Recombinant DNA                                                |                                |     |
| Plasmid: TGFB3                                                 | Shanghai GeneChem<br>Co.,Ltd   | N/A |
| Plasmid:KRT10                                                  | Shanghai GeneChem<br>Co.,Ltd   | N/A |
| Plasmid:PPARγ                                                  | Shanghai GeneChem<br>Co.,Ltd   | N/A |

| Software and algorithms       |                        |                                                                     |
|-------------------------------|------------------------|---------------------------------------------------------------------|
| BD FACSAria III Cell sorter   | BD Biosciences         | N/A                                                                 |
| BD FACSCalibur                | BD Biosciences         | N/A                                                                 |
| Bio-Rad ChemiDoc MP System    | Bio-Rad                | N/A                                                                 |
| Leica SP8 confocal microscope | Leica                  | N/A                                                                 |
| Nikon A1R HD25                | Nikon                  | N/A                                                                 |
| FlowJo v10                    | FlowJo                 | N/A                                                                 |
| ImageJ                        | N/A                    | <a href="https://imagej.nih.gov/ij/">https://imagej.nih.gov/ij/</a> |
| Prism 7 and 8                 | GraphPad Software, Inc | N/A                                                                 |
|                               |                        |                                                                     |

How the deposited data were processed for this re-analysis (not part of the article)

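RNA of primary mouse FAPs was sequenced after transfection with TGFBR3 overexpressing plasmids or with the vector as control, with 1 library per condition and paired reads of 150 nt by the labels of the samples. The authors trimmed the reads, mapped them to mm10 with STAR and counted them per gene with FeatureCounts, and the annotation release is not named in the paper's text. The authors deposited the raw count of each gene in each library. They also deposited FPKM values, rounded to 2 decimals, which are counts scaled by the gene length and by a library total. For 98.5% of 7908 genes in the library labelled TGFBR3 overexpression and 98.6% of 8334 genes in the library labelled vector control, the deposited FPKM lay within 1% of the count divided by the summed exon length and by a single total. That total was 67873303 and 92434360, while the deposited counts summed to 62321027 and 83779203. FPKM values depend on this total, so a difference in which reads entered it shifts all genes of a library together.

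The design was written for FPKM values alone, before it was known that counts were deposited too. The FPKM comparison was kept as the main one, and the counts were used for the intervals, the floor and an added alternative. Count models need replicates to estimate the spread, and none was run. The main measure was the log2 ratio of (FPKM + 1), library labelled TGFBR3 overexpression over library labelled vector control, with a pseudocount of 1 and a threshold of 1 or −1, which is 2-fold. The paper gives a general significance level, and its text names no fold threshold for its differentially expressed genes. A count of 3 was taken as the floor, and a fold against a library at or under it is given as a bound. Intervals are exact Clopper-Pearson intervals at the 95% level on the share of a gene's counts. Their width shrinks as counts grow, so Tgfbr3, with 16372 and 21245 counts, has a much narrower interval than a gene near the floor. Whether molecular identifiers were used is not stated in the paper's text or the labels. Without them, reads are not independent molecules and the intervals are narrower than the error of the measurement. The intervals hold none of the difference between cultures.

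Tgfbr3, the overexpressed gene, was examined before any other and was not raised in the library labelled TGFBR3 overexpression. The libraries are therefore named by their labels. The genes named in the text are those that the paper names for this comparison in its text, in Fig. 7a or legibly in Supplementary Fig. 4d, the genes of the proposed axis, the RT–PCR genes of Supplementary Table 1, and the 5 genes with the largest and the 5 with the smallest ratio among genes with a symbol and a mean FPKM of at least 1. Up to 3 members of a gene list could also be named, by the size of their ratio. Outside this rule, Bax and Bbc3 were named after their values were seen. In Supplementary Fig. 4d, 34 names were read by eye and 4 could not be read. This rule, 19 gene lists, the main measure and the first alternatives were fixed before the data were examined. The lists cover the genes of Supplementary Fig. 4d, adipogenic and cell cycle RT–PCR genes, interferon response, inflammatory cytokines, extracellular matrix, proliferation, p53 targets, ERK target genes, ERK cascade components, fatty acid synthesis, adipocyte markers, endoplasmic reticulum stress, FAP identity, TGF-β targets, keratins, and markers of macrophages, muscle cells and endothelial cells. Another 4 lists, of Leydig, granulosa, adrenal cortex and T cells, were written after the values were seen. Of the genes in the first lists, 13 were not analysed here. The median log2 ratio of each list was placed among 10000 random lists of the same size, drawn from 20 bins of mean expression. A percentile under 2.5 or over 97.5 is called past the threshold. It describes these libraries and is no test. GO, KEGG and GSEA gene sets were not used here.

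The alternatives fixed beforehand were pseudocounts of 0.1 and 0.01, the plain ratio without a pseudocount, a filter on FPKM, centring on the median gene, rescaling of FPKM to a common sum or to the sum without the 50 highest genes, thresholds of 1.5-fold and 4-fold, and the exclusion of predicted genes. CPM, the deposited counts scaled to a common total, with a pseudocount of 1, further filters on the plain ratio, and the removal of the trends over exon length and over GC content were added after the values were seen. Trends were removed by subtracting the median log2 ratio in 20 bins of the property, over 11207 genes with a mean FPKM of at least 1. Coordinates, exon lengths, GC content and overlaps were taken from GENCODE release M21 on mm10, which holds 99.7% of the deposited gene identifiers and lacks 70 of them. GC content is that of a gene's longest transcript, which need not be the one expressed here. The share of a gene's sequence that occurs elsewhere was measured as the percent of its 31-base words found in transcripts of other genes.

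The calculations were tested on simulated counts drawn from the real genes' means and library sizes, with Poisson counting error alone. No difference between cultures and no trend over GC content or exon length was simulated. The rates below therefore say nothing about false calls from those sources. The simulated changes were 2 or 3 log2 units in either direction, so smaller changes were not tried. Of 200 genes simulated with a change, 100% had the right sign and 99.0% passed the 2-fold threshold, and 2 of 25882 unchanged genes passed it. Of 1000 intervals, 95.6% held the simulated ratio. Among 200 lists of unchanged genes, 1.50% lay outside the 2.5th to 97.5th percentile. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1, numba 0.67.0 and matplotlib 3.10.9 were used. The transcriptomes of FAPs treated by Y-PRP-exos and the miRNA sequencing were not analysed here.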

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

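The tests of macrophages and T cells, of the scaling, of the transfection and of the steroidogenic cell types were chosen only after the results were seen. Centring, which the test of the scaling uses, was itself an alternative fixed beforehand.

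Genes that the paper does not discuss stood among the largest ratios in the library labelled TGFBR3 overexpression. The log2 ratio was 6.01 for Ccl5, 5.46 for Tgtp1, 5.14 for H2-Q6 and 5.00 for Tgtp2. All are genes that interferons are known to induce, and the list of 45 interferon-response genes rose with them. None of the 45 is read in Supplementary Fig. 4d, but that figure names Ifi209, Ifi208, Ifi203 and Ifi205, whose family interferons induce too. The rise of the figure's genes is therefore not shown to be separate from the interferon rise. The library labelled vector control held 60, 244, 636 and 287 counts of Ccl5, Tgtp1, H2-Q6 and Tgtp2, far above the floor, so the ratios are measured ones. The tables argue against several technical explanations for the list. After centring, its median was 2.04, so the scaling between the libraries is not the cause. With the trend over exon length removed it was 2.04, and with the trend over GC content removed it was 2.05. Among the 30 members that share under 5% of their 31-base words with other transcripts, the median was 2.10 and 27 were at least 2-fold higher, which argues against reads shared between paralogs for the list. Tgtp1, Tgtp2 and H2-Q6 themselves share more, so their own sizes stay uncertain. Contamination by macrophages would bring their abundant transcripts. The largest FPKM of Ptprc, Adgre1, Csf1r, Tyrobp, Fcer1g, Laptm5, C1qa, C1qb and C1qc in the library labelled TGFBR3 overexpression was 0.46, in Csf1r, against 106 for Ccl5. This level argues against macrophages as the source of the whole rise. Summed over these 9 genes, the counts were 244 and 245, and as a share of each library's counts they were 1.34-fold higher in the library labelled TGFBR3 overexpression (95% CI 1.12 to 1.61). The test leaves out Lyz2, at FPKM 12.2 against 16.4, Cd68, at 2.94 against 2.04, and Cd14, at 5.28 against 3.69, whose baseline is high in both libraries. It also leaves out Ctss, which rose from 0.14 to 0.74 but is itself low. Csf1r held 182 and 210 of the summed counts, and its counting interval of −0.02 to 0.16 includes no change. Ptprc, Adgre1, Tyrobp, Fcer1g and C1qa had 0 counts in the library labelled TGFBR3 overexpression. C1qb (20 counts against 0), Laptm5 (35 against 19) and C1qc (7 against 4) were higher there. The summed share therefore does not decide on macrophages at a low level. The median of the macrophage list in CPM, 0.29 at the 99.5th percentile, goes with them. T cells would bring their abundant transcripts as well. The largest FPKM of Ptprc, Cd52, Lck, Coro1a, Rac2 and Lcp1 in the library labelled TGFBR3 overexpression was 0.40, in Coro1a, against 1038 for Bst2 of the interferon list, and Ptprc and Cd52 had 0 counts there. This argues against T cells as the source of the whole rise. Lck rose, with 60 and 26 counts, as T cells would bring, and Thy1, left out for its high baseline, had FPKM values of 114 and 117. Of 10 T-cell markers, 4 were analysed here, and the 2 with any FPKM had a median log2 ratio of 0.10, at the 68.9th percentile. These values do not address a response of the FAPs to signals from a few immune cells, which was not tested. What stays open is a response to the transfection or to the cell preparation in place of TGFBR3, which cannot be told apart from the condition with 1 library per condition. An effect of TGFBR3 stays open too and was not tested, and Tgfbr3 RNA was not raised. The rise may be a response to introduced DNA, as a hypothesis that only replicate and untransfected libraries would test.

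Genes of steroid synthesis and gonadal function appeared in the library labelled TGFBR3 overexpression and were much lower or absent in the other. They were picked after their values were seen. Cyp11a1 had 426 counts against 0, which is at least 193-fold higher. Hsd3b1 had 583 against 14, Amh had 152 against 4, and Inha had 463 against 135. Nr5a1 had 66 against 0 and Akr1cl 217 against 0. Their levels were low, with FPKM values of 1.30 for Cyp11a1 and 4.63 for Hsd3b1. Cells of another type in the preparation would bring their other abundant transcripts. For Leydig cells, the largest FPKM of Insl3, Star and Cyp17a1 was 12.1% of that of Hsd3b1. Insl3 shares 63.1% of its 31-base words with other transcripts, so its reads may be undercounted. Star, with 158 counts against 91, and Cyp17a1, with 35 against 0, rose. For adrenal cortex cells, the largest FPKM of Cyp11b1 and Star was 12.1% as well, with Cyp21a1 not analysed here, and Cyp11b1 had 0 counts against 13. These ratios rest on an assumed profile of such cells and on scarce transcripts, so Leydig, adrenal cortex and granulosa cells stay open. Of 8 granulosa genes other than Amh and Inha, 6 had counting intervals above 0, among them Foxl2 with 59 and 19 counts and Nr5a2 with 41 and 0. Fshr had 0 counts in both libraries and Inhbb has a high baseline (FPKM 28.8 and 38.8), so neither decides. Over the lists, which hold some of the genes that prompted them, the median log2 ratio was 0.30 for Leydig cells (99.7th percentile, 9 genes with 9 higher), 0.19 for granulosa cells (95.9th percentile, and 98.1th when centred, 9 genes with 8 higher) and 0.04 for adrenal cortex cells (56.1th percentile, 7 genes). In each of the first 2 lists 3 genes reached an FPKM of 1 in either library, and in the adrenal list 2 did. Reads shared with other genes are argued against by the median of 1.53% of 31-base words of Cyp11a1, Hsd3b1, Amh and Nr5a1 found elsewhere, the largest being 13.0% in Hsd3b1. Cyp11a1 overlaps Gm17322 on the same strand, which had 4 counts and 0, so reads assigned to that gene do not account for the difference. A mixed preparation with such cells, a change in the FAPs themselves and an effect of TGFBR3 stay open, and the latter explanations were not tested.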

How the results depend on the processing

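The removal of trends over GC content and exon length, CPM and the filters on the plain ratio were chosen after seeing the data. No paired analysis was possible because there was 1 library per condition. For the same reason there was no library to leave out and no other split of the samples to make. Except where stated, the cause of a change was not tested.

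The numbers of genes past the threshold depended most on the processing. At the main setting 369 genes were higher and 124 lower. A smaller pseudocount lets low genes pass by construction, with 2061 and 798 at 0.1 and 4933 and 2750 at 0.01. The plain ratio gave 2926 and 1080. By construction, a 1.5-fold threshold gave more (1685 and 608) and a 4-fold threshold fewer (77 and 6). Rescaling to a common sum, which enlarges the values against the pseudocount, gave 1069 and 246. Centring gave 288 and 194, CPM gave 638 and 197, and removal of the GC trend gave 231 and 137, over fewer genes. The plain ratio with an FPKM of at least 0.1, 0.5 or 1 in either library gave 2334, 1288 and 904 higher with 756, 379 and 252 lower. With at least 0.1 or 0.5 in both libraries it gave 1525 and 751 higher with 492 and 212 lower. With at least 10, 20, 50 or 100 counts in both libraries it gave 1880, 1448, 1038 and 792 higher with 532, 372, 259 and 185 lower. With a mean of at least 10, 20, 50 or 100 counts it gave 2220, 1769, 1237 and 939 higher with 783, 584, 376 and 280 lower. Higher genes were the majority under every setting run. Their share was 74.8% at the main setting, 59.8% after centring, 62.8% with the GC trend removed, 64.2% at a pseudocount of 0.01, 81.3% after rescaling to a common sum and 92.8% at 4-fold. All 288 genes higher after centring were among the 369.

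Tgfbr3 moved from 0.07 to 0.14 after rescaling to a common sum, and reversed to −0.08 after centring, −0.13 with the length trend removed and −0.12 with the GC trend removed. Igfbp6 was −1.27 after centring, −1.05 after rescaling, −1.08 with the length trend removed and −0.86 with the GC trend removed, the only setting that put it short of 2-fold. Cxcl9 stayed past 2-fold throughout, at 6.36 and 6.44 with pseudocounts of 0.1 and 0.01, 6.45 by the plain ratio, 5.64 after centring, 6.28 after rescaling, 6.18 in CPM, and 5.67 and 5.38 with the length and GC trends removed. Mapk8 (−0.03 and −0.12) and Lpl (−0.10 and −0.20) reversed with the length and GC trends removed, respectively. Among the other named genes none else reversed in the settings that each was run under. Of these 60, the number that left their counting interval was 54 after rescaling, 45 after centring, 44 by the plain ratio and 36 in CPM. The trend removals covered 52 of them, of which 34 moved with the length trend removed and 41 with the GC trend removed.

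Among the gene lists, interferon response (2.04 to 2.64), the genes of Supplementary Fig. 4d (0.83 to 1.30), p53 targets (0.21 to 0.44), extracellular matrix (−0.51 to −0.29), fatty acid synthesis (−0.32 to −0.17) and adipocyte markers (−0.79 to −0.27) stayed past their random lists under all 10 alternatives run on them. Inflammatory cytokines fell within the random lists with pseudocounts of 0.1 and 0.01 and by the plain ratio, each with a median of 0.32, and with the GC trend removed (0.01). Cell cycle RT–PCR genes did so with the FPKM filter (−0.30) and with the length trend removed (−0.33). With the GC trend removed, proliferation (−0.12) and endoplasmic reticulum stress (−0.33) fell below their random lists. Macrophage markers rose above theirs in CPM (0.29). Some lists of scarce genes changed sides of the random median. Muscle cell markers did so at a pseudocount of 0.01 (0.29) and by the plain ratio (0.26). Endothelial markers did so with pseudocounts of 0.1 (0.30) and 0.01 (0.81), by the plain ratio (0.47) and in CPM (0.34). Muscle cell, endothelial and keratin genes were too few for the FPKM filter and the trend removals. Depth limits these lists, whose genes were mostly scarce.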

Differences from the paper's values

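The paper reports 826 upregulated and 228 downregulated genes, and here 369 genes were at least 2-fold higher and 124 at least 2-fold lower in the library labelled TGFBR3 overexpression. Of the alternatives set before the data were examined, only the rescaling of FPKM to a common sum put both numbers within 1.5 times the paper's, at 1069 and 246. Centring did so for the lower genes alone, at 194. The others did not. Among settings chosen after seeing the values, CPM gave 638 and 197. The plain ratio gave 904 and 252 with an FPKM of at least 1 in either library, 751 and 212 with at least 0.5 in both, 1038 and 259 with at least 50 counts in both, 792 and 185 with at least 100 counts in both, and 939 and 280 with a mean of at least 100 counts, all chosen after seeing the values. With a mean of at least 50 counts, 1237 higher genes, and with an FPKM of at least 1 in both libraries, 154 lower genes, were also within that range, on that side alone and chosen after seeing the values. None of these settings gave the paper's numbers exactly, and none was adopted.

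For RT–PCR, the paper measured other samples by another assay. Its fold of TGFBR3 mRNA after overexpression is about 120 in Supplementary Fig. 3f, read by eye, and the ratio of FPKM for Tgfbr3 here was 1.05. For Fabp4 the paper's fold is about 5.3 in Fig. 4f, read by eye, against 0.90 here. For Pparg it is about 2.6 in Fig. 4f, read by eye, against 1.36. For Ccnd1 it is about 0.25 in Fig. 4h, read by eye, against 0.79, and for Cdk1 it is about 0.27 in Fig. 4h, read by eye, against 0.87. No alternative closed these gaps.

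The paper states that adipogenesis pathways rose and that fatty acid biosynthesis was activated. Here, the median log2 ratio was −0.27 over the adipocyte markers and −0.17 over the fatty acid synthesis genes, which are other gene sets than the paper's. It states that the ERK cascade was downregulated, and the medians of the ERK target genes (0.01) and of the cascade components (0.02) lay within their random lists, with centred medians of −0.13 and −0.09. Of the apoptosis-related genes that it calls changed, Mdm4 (0.72) and Il33 (0.73) were short of 2-fold here. Mdm4 fell to 0.39 and 0.34 with the length and GC trends removed, respectively, settings chosen after seeing the values. It passed 2-fold with the plain ratio (1.01) and at a pseudocount of 0.01 (1.00). Il33 passed it with the plain ratio (1.89), at pseudocounts of 0.1 (1.62) and 0.01 (1.86), after rescaling to a common sum (1.32), and in CPM (1.23), which was chosen after seeing the values. Of the 34 genes read from Supplementary Fig. 4d, 16 passed 2-fold here and 33 did so by the plain ratio, with Deptor the exception (0.99). Mdm12, which the paper's text names, was not analysed here.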

Other observations

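The tests of swapped labels and of the plasmids, the comparison of genes found in a single library and that of ribosomal RNA were chosen only after the results were seen. Centring was an alternative fixed beforehand, and only its use as a test of these patterns was chosen then.

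Tgfbr3 was nearly equal in both libraries. Swapped labels are argued against by its centred log2 ratio of −0.08, since a swap would leave it several-fold lower. The reagent table in the paper's supplement lists a plasmid for TGFB3 and others for KRT10 and PPARγ. It also lists RT–PCR primers for TGFB3 and none for TGFBR3, which the paper measured, so TGFB3 may stand for TGFBR3 there. A plasmid carrying TGFB3 is argued against by the log2 ratio of Tgfb3, which was 0.07 (95% CI 0.00 to 0.13), and the larger ratio of Krt10 and Pparg was 0.29, so neither of these was raised several-fold. These tests assume that a plasmid carries a sequence that maps to the mouse gene. Only 4.13% of the 31-base words of Tgfbr3 occur in transcripts of other genes, and Gm43422, which overlaps it on the same strand, held 11 and 8 counts, which argues against lost reads. What stays open is a plasmid whose transcripts do not map to the mouse gene, such as one of another species or with altered codons, because the ratio of 0.07 covers mouse genes alone. A candidate explanation is also that few of the sequenced cells kept the plasmid, which was not tested.

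Extracellular matrix genes were lower in the library labelled TGFBR3 overexpression. The median of the list was −0.49 after centring, −0.51 with the trend over exon length removed and −0.48 with the trend over GC content removed, each below all random lists. These values argue against the scaling, gene length and GC content as the whole cause. Whether the difference comes from TGFBR3, from the transfection or from the preparation stays open and was not tested.

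More genes were 2-fold higher than lower. With the library labelled vector control thinned to the other's total, 75.4% of the changed genes were higher, so its greater depth is not the cause. With ribosomal RNA left out of the totals the median gene still stood at 0.14. The shift of the median gene accounts for part of the imbalance, as 59.8% were higher after centring (95% CI 55.2% to 64.2%). Without the genes of the interferon and Supplementary Fig. 4d lists, 71.7% were higher, and with the GC trend removed 62.8% were. None of these shares came to equal numbers of higher and lower genes. With centring and without both lists together, 231 genes were higher and 193 lower, and the interval of that share, 49.6% to 59.3%, includes equal numbers. With the GC trend removed and without both lists, 178 were higher and 136 lower, and the interval of 51.0% to 62.2% excludes equal numbers. These intervals, and that for the genes found in a single library below, treat genes as independent draws. Genes of the same libraries are not independent, so the intervals are too narrow to decide between the explanations. What makes up the imbalance therefore stays open.

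The log2 ratio followed GC content more closely than it followed exon length. Over 20 bins of exon length, the bin medians ran from −0.07 to 0.33, and over those of GC content from −0.26 to 0.43. With the GC trend removed, the median of the inflammatory cytokines was 0.01. Whether the trend comes from the preparation of the libraries or from the cells cannot be tested with 1 library per condition.

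Some genes were found in a single library. With at least 50 counts in one and at most 3 in the other, there were 40, of which 27 were higher and 13 lower in the library labelled TGFBR3 overexpression. Of the 37 with an annotation, 51.4% overlapped a listed gene on the same strand or shared at least 20% of their 31-base words with another (95% CI 34.4% to 68.1%), against 19.8% of 2000 genes of like count. This is consistent with reads assigned differently between such genes. Some belong to interferon-response families, which rose, and share part of their sequence with other genes, at 34.3% for Gbp11 and 20.5% for Ifi214, so that their difference need not come from the counting. Nnt has 2 identifiers, with 1582 and 295 counts for one and 296 and 1919 for the other, and their sums were close, at 1878 and 2214. Dpm1 and Gm20716 overlap, and the latter had 2414 counts against 0, while their sums were 3265 and 2324. The other 18 neither overlapped nor shared sequence to that extent. These genes were chosen after their values were seen.

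Nuclear ribosomal RNA took 0.251% of the counts in the library labelled TGFBR3 overexpression and 1.15% in the library labelled vector control, a 4.58-fold difference, nearly all of it in CT010467. Mitochondrial ribosomal RNA differed 1.15-fold. Ribosomal RNA left over after poly(A) selection is a candidate explanation, but the test ran on the genes that showed the pattern, so it cannot be told apart from a difference between the cells.

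Other gene lists lay within their random lists at the main setting. The median log2 ratio was −0.05 for FAP identity (17.5th percentile, 10 of 12 genes with an FPKM of at least 1 in either library), −0.03 for TGF-β targets (16.5th percentile), −0.02 for endoplasmic reticulum stress (36.9th percentile) and −0.02 for keratins (16.1th percentile). It was 0.08 for macrophage markers (78.0th percentile, 3 genes with an FPKM of at least 1), 0.03 for muscle cell markers (56.8th percentile, 1 such gene) and 0.04 for endothelial markers (37.2th percentile, 2 such genes). After rescaling to a common sum, the medians of TGF-β targets (0.02) and endoplasmic reticulum stress (0.05) were above 0. Among the stress genes Ddit3 rose, while Pdia6 (−0.77) and Herpud1 (−0.71) fell. Of the predicted miRNA targets that the paper tested by RT–PCR, Runx1t1 had a log2 ratio of 0.12 and Sox6 of −0.04, both at an FPKM under 1.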
